# Comparative Transcriptional Profiling Provides Insights into the Evolution and Development of the Zygomorphic Flower of *Vicia sativa* (Papilionoideae)

**DOI:** 10.1371/journal.pone.0057338

**Published:** 2013-02-21

**Authors:** Zhipeng Liu, Lichao Ma, Zhibiao Nan, Yanrong Wang

## Abstract

**Background:**

* Vicia sativa* (the common vetch) possesses a predominant zygomorphic flower and belongs to the subfamily Papilionoideae, which is related to *Arabidopsis thaliana* in the eurosid II clade of the core eudicots. Each vetch flower consists of 21 concentrically arranged organs: the outermost five sepals, then five petals and ten stamens, and a single carpel in the center.

**Methodology/Principal Findings:**

We explored the floral transcriptome to examine a genome-scale genetic model of the zygomorphic flower of vetch. mRNA was obtained from an equal mixture of six floral organs, leaves and roots. *De novo* assembly of the vetch transcriptome using Illumina paired-end technology produced 71,553 unigenes with an average length of 511 bp. We then compared the expression changes in the 71,553 unigenes in the eight independent organs through RNA-Seq Quantification analysis. We predominantly analyzed gene expression patterns specific to each floral organ and combinations of floral organs that corresponded to the traditional ABC model domains. Comparative analyses were performed in the floral transcriptomes of vetch and *Arabidopsis*, and genomes of vetch and *Medicago truncatula*.

**Conclusions/Significance:**

Our comparative analysis of vetch and *Arabidopsis* showed that the vetch flowers conform to a strict ABC model. We analyzed the evolution and expression of the TCP gene family in vetch at a whole-genome level, and several unigenes specific to three different vetch petals, which might offer some clues toward elucidating the molecular mechanisms underlying floral zygomorphy. Our results provide the first insights into the genome-scale molecular regulatory network that controls the evolution and development of the zygomorphic flower in Papilionoideae.

## Introduction

The pollinator-driven morphological diversification of flowering plants is closely associated with changes in the number, expression levels and interactions of a number of functional transcription factors. Studies in two core eudicot species, *Arabidopsis thaliana* and *Antirrhinum majus*, have led to the development of the classic ABC genetic model, which explains how three classes of genes (A, B, and C) interact spatially to specify floral organ identity [1], [2]. In *Arabidopsis*, A (*AP1*, *AP2*) determines sepals; A and B (*AP3*, *PI*) specify petals; B and C (*AG*) specify stamens; and C determines the carpel. Transcription expression profiling provides broader and deeper insight by extending beyond these key transcription factors commonly identified via mutant analyses to the genes downstream of the transcription factors that are involved in related pathways or networks, which may ultimately explain a given process. Using microarray techniques, this approach has been applied in the following angiosperms: the core eudicot *Arabidopsis*, at a whole-genome level [3]; the basal eudicots California poppy (*Eschscholzia californica*), using 6,446 ESTs [4], and *Aquilegia formosa*, using 17,246 unigenes [5]; and the basal angiosperms avocado (*Persea americana*), with 6,068 ESTs [6], and water lily (*Nuphar advena*), with 6,220 ESTs [7]. All other angiosperms are phylogenetically distant from model plants species (e.g., *Arabidopsis*), and have been analyzed using small or middle transcriptome. Therefore, previous studies might have been unable to recover transcriptome characteristics at a whole-genome scale due to the limited data available. Additionally, because only *Arabidopsis* belongs to the core eudicots, previous studies have tended to miss signatures of floral development and evolution within the core eudicots.

The Papilionoideae, most of which (28 tribes) exhibit specialized zygomorphic flowers, are distantly related to *Arabidopsis* in the eurosid II clade of core eudicots [8], [9]. This subfamily includes 30 tribes, 455 genera and approximately 12,000 species. Since the 1850s, the unique shape and the zygomorphic papilionoid flowers has been the subject of intense research, both due to its importance in Mendel’s groundbreaking work regarding genetic laws and as a model for studying organ differentiation and morphogenesis [9]–[23]. Papilionoid flowers differ greatly from those of other well-studied eudicots in terms of their floral structure, with most of these flowers possessing five sepals, five petals, ten stamens in two whorls and a single carpel. The organs within each whorl are initiated unidirectionally from the abaxial to the adaxial side. Additionally, in contrast to the strict timing order observed in *Arabidopsis*, the developmental timing of one whorl may overlap with that of the next whorl in some papilionoids [9], [13]. Recently, resources for transcriptome atlases have been developed in Papilionoideae, including *Lotus japonicus* [24], *Medicago truncatula* [25] and *Glycine max* [26]. In these studies, the flower was sampled as a whole organ without dissection to investigate gene expression. Therefore, a gap remains in the available datasets that would allow description the genome-wide transcriptional expression patterns in Papilionoideae flowers in terms of individual organs, such as the sepals, dorsal petals, lateral petals, ventral petals, stamens, and carpels.

Recent RNA deep sequencing technologies, such as Illumina transcriptome assembly analysis and RNA-Seq Quantification analysis, provide new opportunities to unravel the possible depths of transcriptome sequencing, even for species without a sequenced genome. Transcriptome assembly analysis generates millions of short cDNA reads, providing short, overlapping fragments that cover the entire transcriptome. RNA-Seq Quantification analysis provides a digital measure of the presence and prevalence of transcripts from known genes. The combination of these two approaches generates quantitative gene expression data and overcomes many of the inherent limitations of microarray-based systems [27]–[29].

Here, we have developed the first transcriptome expression analysis for individual floral organs in Papilionoideae using Illumina assembly technology and RNA-Seq Quantification analysis. The common vetch (*Vicia sativa* L.) belongs to the Papilionoideae and is a member of the Fabales clade, a sister clade to eurosid II (*Arabidopsis*) in phylogenetic reconstructions of the Rosids. We investigated the gene expression levels in the sepals, dorsal petals, lateral petals, ventral petals, stamens and carpels relative to the leaves and roots in *V. sativa* to provide an assessment of the spatial gene expression patterns in vetch flowers. Based on comparative analyses using data from a similar flower stage in *Arabidopsis* from a publically available dataset [3], we present insights into the general and unique molecular signatures of the evolution and development of the zygomorphic flower of the Papilionoideae at a whole-genome scale.

## Materials and Methods

### Plant materials and RNA extraction

In this study, eight organs from the common vetch cultivar Lanjian 3 were investigated: the sepals, dorsal petals, lateral petals, ventral petals, stamens, carpels, leaves, and roots (Figure 1). Leaves and roots were collected from 2-week-old seedlings. The other organs were harvested from plants grown at Lanzhou University in Lanzhou, China for approximately 45 days in a greenhouse under a 16 hr light/8 hr dark cycle at 22°C. A total of 300 flowers were harvested at late pre-anthesis, from 100 individual plants and dissected into the six floral organs (sepals, dorsal petals, lateral petals, ventral petals, stamens, and carpels). The floral stage of vetch was identical to stage 12 in *Arabidopsis* [30]. All of the tissues were harvested between 9:00–12:00 a.m., placed immediately in liquid N_2_ and stored at −70 °C until RNA was extracted. Total RNA was extracted from the eight organs using the RNeasy Plant Mini Kit (Qiagen, Cat. #74904). RNA quantity and quality were assessed using a NanoDrop ND1000 instrument (Thermo Scientific).

**Figure 1:**
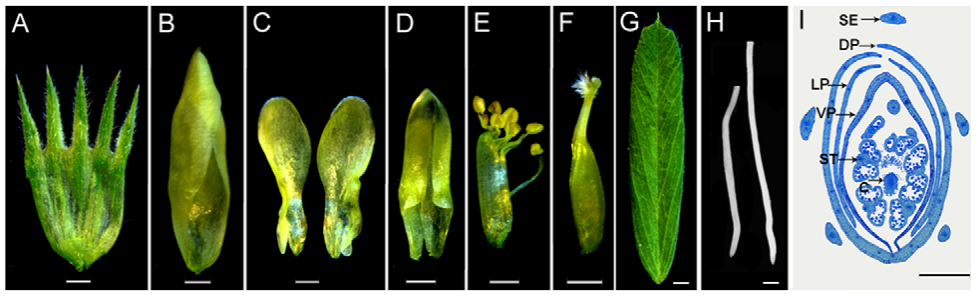
Eight organs isolated from vetch. (**a**–**i**) Sepal, dorsal petal, lateral petal, ventral petal, stamen, carpel, leaf, root and transverse section (2 µm) of a vetch flower at late pre-anthesis, which is identical to stage 12 in *Arabidopsis* [30]. C, carpel; DP, dorsal petal; LP, lateral petal; SE, sepal; ST, stamen; VP, ventral petal. Scale bars = 1.0 mm in (**a**–**g**). 5.0 mm in (**h**) and 500 µm in (**i**).

### Light microscopy

Bright-field photographs of individual floral organs were obtained using a dissecting microscope (Leica, M205). Vetch flowers at late pre-anthesis were fixed in FAA (10% formalin, 50% ethanol, and 5% acetic acid) and dehydrated in a series graded ethanol. For histological analysis, the tissues were infiltrated with xylene and embedded in cold-polymerizing resin (Technovit 7100). The materials were then sectioned into 2 µm thick sections, stained with toluidine blue (Bio Basic) and observed using a light microscope. Transverse sections were photographed using a Nikon E600 microscope and a Nikon DXM1200 digital camera.

### Illumina sequencing, *de novo* assembly and functional annotation

For Illumina sequencing, equivalent quantities of total RNA isolated from the eight tissues were pooled. After poly(A) mRNA was purified and fragmented into small pieces, we used random hexamer primers and reverse transcriptase (Invitrogen) to carry out first-strand cDNA synthesis. Second-strand cDNA synthesis was performed with RNase H (Invitrogen) and DNA polymerase I (New England BioLabs). We constructed a cDNA library with average insert sizes of 200–500 bp and conducted cDNA sequencing using the Illumina HiSeq™ 2000 system according to the manufacturer’s protocols, with a read length of 100 bp. The average proportion of clean reads for the library was 96.8%. The transcriptome sequence was assembled into distinct contigs using the short reads with SOAPdenovo software [31] (http://soap.genomics.org.cn). The paired-end relationships between the reads were employed to construct scaffolds between the contigs. We next filled the intra-scaffold gaps and constructed a non-redundant unigene set from all three of the assembled datasets using the EST assembly program TGICL [32]. We annotated the sequences based on protein databases, such as nr, Swiss-Prot, KEGG, and COG (E-value <10E-5) by retrieving the proteins with the highest sequence similarity to the given unigenes, along with their functional protein annotations. The Blast2GO program [33] was employed to obtain GO annotations for the unigenes.

### RNA-Seq Quantification analysis

Eight independent cDNA libraries were constructed for the eight organs in parallel according to the RNA-Seq protocol. Raw image files were collected using the Illumina HiSeq™ 2000 sequencing platform in BGI Shenzhen (http://en.genomics.cn/navigation/index.action). The data analyzed have been deposited on the NCBI Gene Expression Omnibus under accession no. GSE35437.

### Quantitative RT-PCR

Total RNA was isolated from six floral organs as well as leaves and roots with the RNeasy Plant Mini Kit. For first-strand cDNA synthesis, we used 2.5 µg of total RNA and followed the manufacturer's protocol (TaKaRa Biotechnology, Dalian, China). The cDNA samples were diluted to a concentration of 2.5 ng/µl. Quantitative RT-PCR (qRT-PCR) was performed in triplicate using the 7500 Real-time PCR System (Applied Biosystems) with 4 µl of the cDNA dilution and Power SYBR Green Master mix (Applied Biosystems), according to the manufacturer's protocol. 

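Unigene68614, 901 bp long and without an nr match, had 285 to 430 reads in each of the 8 libraries, and its RPKM lay between 59.1 in the leaves and 76.0 in the sepals. The coefficient of variation of its RPKM over the 8 organs was 0.0753, where counting error alone would give 0.0538. Of 9943 unigenes whose mean RPKM lay within 1.5 times that of Unigene68614, 4 had a lower coefficient of variation, and the median over these unigenes was 0.552. With RPKM rescaled by TMM factors, which correct for differences in the make-up of the libraries, the coefficient of variation was 0.132.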

Unigene68614, which has an unknown function, was used as an internal control because of its relatively invariable expression across the transcription profiles. The mRNA fold changes in the different samples were calculated by the 2^ΔΔCt^ method, as described previously [34]. In a semi-quantitative PCR analysis to confirm the sequencing data, we employed the same primers as for the qRT-PCR.

### Statistical analyses

The expression level of each gene was measured via RNA-Seq Quantification analysis as the number of reads per kilobase of an exon region in a given gene per million mapped reads (RPKM) [35]. To identify differentially expressed unigenes among the eight organs, the Z-score transformation normalization method was applied to compare the expression levels of the unigenes from the floral organs, leaves and roots and to directly calculate the differences in unigene expression levels between the different samples [36], [37]. Z-scores were calculated by dividing the difference between the target organ or combination of organs (Xi, organ or mean of organs) and all of the other organs (µ, mean) by the standard deviation (SD) of all of the other organs using the following equation:

Additionally, we measured the relative Ratio among samples using the following equation:

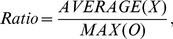

where *X* represents the expression level in the target organ or combination of organs, and *O* is the expression level in all of the other organs. The expression levels in both the common vetch and *Arabidopsis* were analyzed using the above equations.

### Comparative floral transcriptome

To compare the evolutionary patterns of the floral transcriptomes, we compared the floral expression patterns of vetch and *Arabidopsis*. Microarray expression data for the leaves, roots and floral organs of stage 12 in *Arabidopsis* were extracted from datasets [3]. To provide new insights into the development of the dorsal petal, we performed a homologous comparison between genomes of vetch and *M. truncatula*. The genome data *M. truncatula* were from Mt3.5 Release (http://tofu.cfans.umn.edu/). Based on nucleotide sequence similarity, a reciprocal BLAST search was performed with a cutoff E-value<10E-5 using blast-2.2.23-ia32-win32. The expression data were visualized using MeV v4.6 (http://www.tm4.org/mev/).

### Gene Ontology analyses and *cis*-elements analyses

The molecular function and cellular component term "enrichment status" and "hierarchy" of unigenes were analyzed via agriGO software (http://bioinfo.cau.edu.cn/agriGO/analysis.php) [38]. The PLACE database (http://www.dna.affrc.go.jp/PLACE/) [39] was used for *cis*-element search in the promoter regions of homologous genes in *M. truncatula*. We selected an approximate 2,000 bp promoter region in each gene to search for the possible *cis*-element.

## Results

### Transcriptome characteristics in floral organs

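The files hold 71553 unigenes with at least 1 uniquely aligned read in at least 1 of the 8 libraries. Their lengths ran from 150 to 6529 bp, with a mean of 461 bp and a median of 302 bp. Of these, 57443 were longer than 200 bp, with a mean of 532 bp, and 14110 were 200 bp or shorter. Reads were found in all 8 libraries for 47850 unigenes and in a single library for 1095. An nr match was given for 46414 unigenes and a GO process for 12228.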

After using paired-end information to join contigs into scaffolds and local assembly, we generated a total of 71,553 high-quality unigene sequences with lengths greater than 200 bp, and the average length of the unigenes was 511 bp. The size distribution of the assembly is displayed in Figure S1. All unigene sets were then annotated based on similarities to known or putative sequences available in public databases. The COG function classification of the vetch unigenes is displayed in Figure S2.

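Expression was measured by RNA-Seq in 1 library for each of 8 organs of common vetch: sepals, dorsal, lateral and ventral petals, stamens, carpels, leaves and roots. Common vetch, a legume of the Papilionoideae, has a zygomorphic flower with 3 petal types. There are no replicates, so the values below compare libraries, no test across organs was possible, and the 95% intervals given cover counting error only. For each library the authors deposited the number of reads uniquely aligned to each unigene of their assembly, without normalization, and the RPKM, which divides that number by the length of the unigene in kilobases and by the library's total of uniquely aligned reads. The aligner is not given in the sources used here. The median library had 5706811 uniquely aligned reads. The totals ran from 93.8% of this median in leaves to 110% in sepals, so that the deepest library had 1.17 times the reads of the shallowest. Between 59826 unigenes in the carpels and 65453 in the ventral petals had at least 1 read, and the median number of reads per detected unigene ran from 23 in the carpels and leaves to 35 in the sepals. A unigene without a read was set to 0. A count of 0 allows up to 3 reads, which for a unigene 1 kb long is 0.478 RPKM in the sepals and 0.561 in the leaves. The RPKM recomputed from the reads and lengths equalled the deposited RPKM to within rounding. Unigenes were called enriched by the paper's rule, a Ratio of the mean RPKM of the target organs to the highest RPKM of the other organs above 2.0 together with a Z-score above 3.75, where the Z-score is the difference between target and mean of the other organs divided by their sample SD. A unigene with a read in the target and none in any other organ was counted as enriched. No minimum of reads was applied, and the numbers of low-read calls are therefore given beside the counts.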

Using 71,553 unigenes, we analyzed the genome-scale gene expression profiles in eight organs, i.e., the sepals, dorsal petals, lateral petals, ventral petals, stamens, and carpels, using the leaves and roots as controls (Figure 1). The qRT-PCR analysis and semi-quantitative PCR analysis were used to confirm the sequencing results (Figure S3A and Table S1). A total of 60 unigenes displaying biased or unbiased expression in the RNA-Seq Quantification analysis was examined (Table S1). 

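All 60 unigenes of Table S1 with a correlation value were found in the files. Of these, 57 met the enrichment rule in at least 1 organ or combination of organs. The median sum of reads over the 8 libraries was 1817 per unigene, and the median coefficient of variation of RPKM over the 8 organs was 1.61.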

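Of the unigenes in Table S1, 49 had an R above 0.707 in that table and 11 had an R of 0.707 or less. The 49 had a median of 2022 reads over the 8 libraries and a median highest RPKM of 226. The 11 had a median of 1202 reads and a median highest RPKM of 106. The qRT-PCR values themselves were not used here.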

The Illumina sequencing and qRT-PCR results displayed a significant positive correlation for 49 of the 60 unigenes (R>0.707, P<0.05), which demonstrated that approximately 81.7% of the Illumina sequencing data could be directly validated using qRT-PCR. Furthermore, the semi-quantitative PCR results (Figure S3B) correlated well with the expression patterns of the 49 unigenes detected via Illumina sequencing.

Additionally, based on the unigene expression values obtained for each organ, we analyzed the Spearman correlation coefficients (r-value) between the pairs of organs (Table S2A) and obtained the highest correlation coefficients for the pairs of the three types of petals: dorsal petals/lateral petals (0.9399), lateral petals/ventral petals (0.8552) and dorsal petals/ventral petals (0.8119). 

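Over all 71553 unigenes, Spearman's rho of RPKM was 0.961 between dorsal and lateral petals, 0.904 between lateral and ventral petals and 0.901 between dorsal and ventral petals. These coefficients are across genes, which are not independent replicates, so no p-value was computed. Each 95% range was centred on the value in the libraries and given the width of 100 Poisson redraws of the counts. The ranges were 0.9609 to 0.9619, 0.9029 to 0.9044, and 0.8999 to 0.9018. They did not overlap, so the 3 pairs differed from each other by more than counting error. The next highest pair among the floral organs was ventral petals and stamens, at 0.884. Of the alternatives set for these coefficients, Pearson's r of log2(RPKM + 0.1) moved dorsal and lateral petals most, to 0.919, and lateral and ventral petals most, to 0.841, while Pearson's r of RPKM moved dorsal and ventral petals most, to 0.812.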

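Among the 15 pairs of the 6 floral organs, the lowest Spearman's rho was that of lateral petals and carpels, at 0.651, followed by dorsal petals and carpels at 0.665 and ventral petals and carpels at 0.677. Pearson's r of RPKM put the same 3 pairs lowest in the same order, with lateral petals and carpels at 0.249, dorsal petals and carpels at 0.278 and ventral petals and carpels at 0.333. Pearson's r of log2(RPKM + 1) for lateral petals and carpels was 0.637.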

The lowest correlation coefficient (0.2492) was observed when comparing the carpels/lateral petals. 

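With the RPKM of the 3 petal types averaged, Spearman's rho was 0.846 between petals and stamens, 0.827 between sepals and petals and 0.673 between petals and carpels. The margin of petals and stamens over sepals and petals was 0.0184 (0.0174 to 0.0194, the 95% width of Poisson redraws set around it). On Pearson's r of RPKM the margin was 0.173 (0.170 to 0.176). The petal types differed in this respect. By Spearman's rho the dorsal petals were closer to the sepals (0.842) than to the stamens (0.780), the lateral petals were closer to the sepals (0.824) than to the stamens (0.784), and the ventral petals were closer to the stamens (0.884) than to the sepals (0.798). By Pearson's r every petal type was closer to the stamens, with 0.586 against 0.556 for dorsal, 0.626 against 0.496 for lateral and 0.832 against 0.517 for ventral petals. With petals taken as the mean of dorsal and lateral petals only, a choice made after the data had been examined, Spearman's margin was -0.0523.

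**Figure D1:**
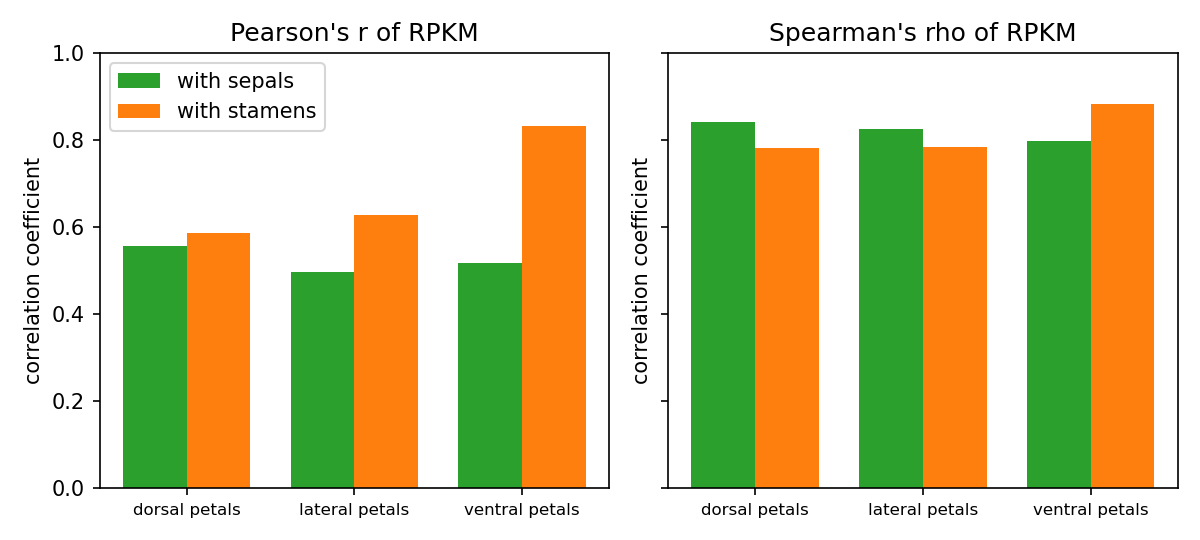
Correlation coefficients (vertical axis, no unit) of RPKM over 71553 unigenes between each petal type and the sepals (green bars) or stamens (orange bars), as Pearson's r on the left and Spearman's rho on the right. Dorsal and lateral petals are closer to the stamens by Pearson's r (0.586 and 0.626) and closer to the sepals by Spearman's rho (0.842 and 0.824).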

After combining the three kinds of vetch petals into a single category (the petals), the highest correlation coefficient (0.7197) was found between the petals and stamens in vetch (Table S2B). Hierarchical clustering of the total of 71,553 vetch unigenes sorted the floral organs into groups based on the similarity of the unigene expression patterns. The lateral and dorsal petals clustered together, followed by the ventral petals and the stamens, while the sepals and the carpels clustered distantly from the other floral organs (Figure S4).

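Average-linkage clustering of the 6 floral organs on 1 minus Pearson's r of RPKM joined dorsal and lateral petals at a distance of 0.0601, ventral petals to these at 0.166, stamens at 0.319, sepals at 0.502 and carpels at 0.685. The paper's text does not name the distance or the linkage. The ventral petals lay nearly as close to the stamens, at 0.168, as to the mean of dorsal and lateral petals, and joined the stamens first in 16 of 100 Poisson redraws of the counts. In none of the redraws did the sepals join the petals before the stamens. On 1 minus Spearman's rho the sepals joined the petals before the stamens, with a difference in height of -0.0238 (0.184 in the clustering above). With complete linkage the ventral petals joined the stamens before the dorsal petals, with a difference of -0.246.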

### Identification of enriched and downregulated unigenes in the floral organs

We identified unigenes that were enriched in the floral organs by comparing the expression levels of the unigenes in individual floral organs and in other tissues with cutoffs of a Ratio >2.0 and Z-score >3.75 [36]. These analyses revealed that 9,502 unigenes were enriched in the individual floral organs in vetch. 

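By this rule 861 unigenes were enriched in sepals, 462 in dorsal petals, 435 in lateral petals, 922 in ventral petals, 2811 in stamens and 4011 in carpels, a sum of 9502 with no unigene in 2 organs. The reads behind the calls differed. The median number of target reads of an enriched unigene was 42 in sepals, 58 in stamens and 169 in carpels, against 8 in dorsal petals, 8 in lateral petals and 10 in ventral petals. Calls resting on fewer than 10 target reads were 21.5% of those in sepals, 17.9% in stamens, 6.96% in carpels, 54.5% in dorsal petals, 56.8% in lateral petals and 48.4% in ventral petals. The counts of the petal types moved most when each was compared without the other petal types, to 3734 for dorsal, 4015 for lateral and 2918 for ventral petals.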

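The unigenes enriched in carpels were 5.61% of all unigenes and those in stamens 3.93%, or 8.01% and 4.10% with TMM-rescaled RPKM. The unigene with the highest carpel RPKM among those enriched there, Unigene35395, had 12156 RPKM in carpels against 313 in the next organ. With at least 10 reads required in the target, 3732 unigenes remained for carpels. With the Ratio raised to 4.0 the carpels had 1266 and the petals as 1 category 1337, so that the carpels no longer led. Under the other 8 alternatives set for the rule the carpels had more than the sepals, the petals as a category or the stamens.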

The carpels (4,011) exhibited the greatest number of the enriched unigenes (Table S3A). To achieve correspondence with the floral structure of *Arabidopsis*, we combined the three types of vetch petals into a single category and obtained 3,541 unigenes that were preferentially expressed in the petals. 

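The 3541 unigenes enriched in petals as a category were those whose mean over the 3 petal libraries exceeded every other organ by the rule. Their median target reads, summed over the 3 libraries, were 75, and 617 of them (17.4%) had fewer than 10. In 580 no read was found in any other organ. Of these unigenes, 2704 were enriched in no petal type alone, and 203 were also enriched in dorsal, 216 in lateral and 418 in ventral petals. The count was 2828 with TMM-rescaled RPKM.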

We used similar methods to screen for genes enriched in the floral organs of *Arabidopsis* [3] and determined the stamens possessed the greatest number of the enriched genes (Table S3A).

The genes that were downregulated in the floral organs showed a similar characteristic to the genes that were enriched in the floral organs. We chose parameters with a relatively low stringency (Ratio<0.5 and Z-score<−1.5) to screen for unigenes that were downregulated in the floral organs. We determined that 495 unigenes were downregulated in the sepals, 624 in the petals, 3,855 in the stamens and 12,504 in the carpels in vetch (Table S3B). 

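By the rule for downregulation, 495 unigenes were downregulated in sepals, 413 in dorsal, 534 in lateral and 548 in ventral petals, 624 in petals as a category, 3855 in stamens and 12504 in carpels. In combinations of organs, 244 were downregulated in the A domain, 1295 in the B domain and 7202 in the C domain. Many of these unigenes had few reads in the target, with medians of 4 in sepals, 1 in dorsal, 2 in lateral and 1 in ventral petals, 7 in stamens and 14 in carpels. No target read was found for 144 of those in sepals, 757 in stamens and 1759 in carpels. In simulated libraries, all but 200 unigenes had equal expression in the 8 organs. There this rule called 2531 unchanged unigenes for carpels and 2263 for dorsal petals. Among the 34578 unchanged unigenes with 30 or more reads expected in the smallest library it called 44 and 31. The 2263 exceed the 413 found in the dorsal petal library, where expression differs among organs. The simulation thus does not estimate how many of the calls are false. Of all the counts, that of the A domain moved most relative to its size, to 2172 when only the floral organs were compared.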

Consistent with analysis of unigenes that were enriched in individual organs in vetch, the carpels also exhibited the greatest number of the downregulated unigenes. 

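The carpel count of downregulated unigenes exceeded that of the stamens, the next among sepals, petals, stamens and carpels, by 8649. The difference stayed between 5133 and 13291 over the 7 alternatives set for it, the lowest being that with the Ratio taken against the lowest of the other organs. Thinned to the smallest library the carpels had 12309. The unigenes downregulated in carpels had a median mean RPKM of 24.7 in the other organs.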

Using a similar method (Ratio<0.5 and Z-score<−1.5), we screened the genes that were downregulated in the floral organs of *Arabidopsis* [3] (Table S3B). Similar to our previous results in *Arabidopsis*, the stamens also displayed the greatest number of downregulated genes.

Furthermore, we analyzed the functional features of the enriched and downregulated transcripts in the investigated organs according to Gene Ontology terms in the transcriptome annotation for vetch (Figure S5 and Table S4). The enriched and downregulated unigenes in the floral organs of vetch were classified into 14 functional groups, and the distribution of these unigenes showed a clear variance among distinct floral organs (Figure S5). Both the enriched and the downregulated transcripts showed an obvious skew toward metabolic processes, cellular processes and responses to stimuli. However, the functional features of the enriched and the downregulated unigenes were strikingly different in some categories, such as cell wall organization or biogenesis, death-related transcripts, stimulus and death. These findings indicated that organ-dependent enrichment or downregulation of different unigenes is essential for floral organ differentiation, development, and functional specification.

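In the deposited annotation 12228 unigenes carry a GO process. Terms with the words metabolic process were carried by 32.6% of these, by 40.6% of the annotated unigenes enriched in sepals, 45.9% in petals, 31.5% in stamens and 27.1% in carpels, and by 36.6%, 37.0%, 28.1% and 29.6% of those downregulated in the same organs. Terms with the words response to were carried by 19.3% of all annotated unigenes and by 16.8%, 17.0%, 19.6% and 17.0% of those enriched in sepals, petals, stamens and carpels, and by 15.5%, 28.1%, 17.0% and 18.3% of those downregulated in them. The shares count words in the deposited terms, which are more specific than the 14 groups of the paper.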

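Terms with the words cell wall were found for 129 annotated unigenes. Of these, 8 were enriched in sepals, 1 in petals, 24 in stamens and 8 in carpels, while 0, 0, 1 and 17 were downregulated in the same organs. Terms with the word death were found for 197 unigenes, of which 1, 2, 1 and 3 were enriched in sepals, petals, stamens and carpels and 0, 1, 28 and 37 were downregulated. In leaves and roots 12 and 28 of them were enriched.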

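For a combination, the mean RPKM of its libraries was compared with the highest of the remaining organs. The A domain averages the sepals and 3 petal types, the B domain the 3 petal types and stamens, and the C domain stamens and carpels. The rule does not require that each organ of the combination passes, and a unigene high in 1 organ can also meet it. The unigenes meeting the rule in which every organ of the combination exceeded 2.0 times the others were 488 for the A domain (12.9%), 1871 for the B domain (24.0%) and 295 for the C domain (8.74%).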

To further analyze the molecular regulation of floral organ development, we searched the differentially expressed unigenes that were both enriched in individual organs and enriched in three combinations of organs (representing the A, B, and C domains) using cutoffs of a Ratio>2.0 and Z-score>3.75. This screening identified 24,472 unigenes that were enriched in vetch floral organs (Table S3A): 9,502 displayed enrichment in individual organs, whereas 14,970 were enriched in a combination of organs. It is conceivable that the unigenes enriched in the individual organs and those enriched in the combinations of organs might play important roles or be involved in pathways downstream of the key regulators involved in floral organ development. Therefore, we focused on the expression characteristics of six functional groups (4,501 of the 24,472 unigenes enriched in the floral organs): transcription, phytohormones, reproduction, kinase systems, stimulus responses and signaling transduction (Table S5A).

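The 3 combinations had 3797 enriched unigenes (A domain), 7798 (B domain) and 3375 (C domain), a sum of 14970, which are 11588 distinct unigenes. The sum of 24472 over organs and combinations counts a unigene once for each category it was enriched in. Distinct unigenes numbered 15918, or 22.2% of all, and 6813 of them were in at least 2 categories. Of the 11588, 5172 were also enriched in a single organ and 6416 in a combination only. Relative to its size the C domain count moved most, to 270 when unigenes also enriched in a single organ, with petals as 1 category, were left out. The same alternative gave 1074 for the A domain and 2987 for the B domain.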

For example, the unigenes belonging to 41 distinct transcription factor families displayed a heterogeneous distribution among the four individual organs and the three organ combinations. However, these 41 transcription factor families exhibited a significant skew for the following 13 families: MYB/MYB related, MADS, NAC, bHLH, C3HC4, WRKY, LIM, BTB/POZ, bZIP, GRAS, ARF, HMG and SBP (Table S5B). 

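The copy of Table S6B used here lists 633 transcription factor unigenes in 40 families. The largest families in it were MYB/MYB-related with 81 unigenes, HOMEOBOX with 69, AP2 with 65, NAC with 42, bHLH with 38 and MADS with 36. Of the HOMEOBOX unigenes 30 were enriched in carpels and 12 in petals, of the NAC unigenes 13 in petals and 0 in stamens, and of the LIM unigenes 9 in stamens and 1 in carpels. The MADS unigenes were enriched in 4 cases in sepals, 4 in petals, 7 in stamens, 1 in carpels and 18 in the B domain.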

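By the rule for enrichment 177 of these transcription factor unigenes were enriched in carpels, 102 in petals, 72 in stamens and 27 in sepals. They made up 4.41% of the unigenes enriched in carpels, 2.88% of those in petals, 2.56% in stamens and 3.14% in sepals. The list was chosen by the paper on these libraries. With TMM-rescaled RPKM they were 185 in carpels, 77 in petals, 72 in stamens and 19 in sepals.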

Among the single organ, the number of transcription factors in the carpels was the greatest, indicating that the development of the carpels may require more transcription factors compared to the other organs. This result also explained why the carpels possessed the greatest numbers of both enriched unigenes and downregulated unigenes among the vetch floral organs (Tables S3A and S3C). The enriched and downregulated unigenes might be the downstream target genes of the 13 transcription factor families. Additionally, a total of 1,385 unigenes that were enriched in individual organs or in a combination of organs encoded kinase domain-containing proteins (Table S5D). 

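The word kinase was found in the nr annotation of 2416 unigenes, of which 474 were enriched in at least 1 floral organ or combination. By category, 27 were enriched in sepals, 78 in petals, 142 in stamens, 120 in carpels, 75 in the A domain, 240 in the B domain and 112 in the C domain. Roots had 210 and leaves 87.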

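Of 125 unigenes whose nr annotation names a calcium-dependent, calmodulin-dependent or CBL-interacting protein kinase, 8 were enriched in stamens, 2 in petals and 0 in sepals and carpels. In the B domain 15 were enriched, and in the A and C domains 1 each. Roots, outside the flower, had 7.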

Consistent with calcium signaling playing an important role in pollen development, the calcium signal-related kinase unigenes were mainly distributed in the stamens, which were characterized by containing abundant mature pollen [30], [36].

### Comparative floral transcriptome analysis between vetch and *Arabidopsis*

We compared potentially conserved and diverse evolutionary features of the vetch and *Arabidopsis* floral transcriptomes based on published data for the transcriptomes of *Arabidopsis* flowers [3]. Using BLAST searches with a cutoff E-value<1.0E-05, we found that 23.6% (6,152) of the 26,194 unigenes (1,819 enriched unigenes in the three individual petal types subtracted from 28,013 total unigenes) enriched in individual organs or a combination of organs in vetch had homologous transcripts in the *Arabidopsis* genome. A total of 3,367 (56.4%) of these 6,152 homologous unigenes were expressed in individual organs or a combination of organs in *Arabidopsis*. Furthermore, 1,895 (27.5%) of these 6,152 unigenes were enriched in individual organs or a combination of organs in *Arabidopsis* (Tables 1, S6A, and S6B). Interestingly, among the individual organs, the unigenes enriched in the vetch stamens displayed the greatest number (473) of enriched homologs in *Arabidopsis* organs.

**Table 1:** Numbers of enriched unigenes in vetch and their homologs in *Arabidopsis*.

Expression pattern	Sepals	Petals	Stamens	Carpels	A domain genes	B domain genes	C domain genes	Total
EE	861	3541	2811	4011	3797	7798	3375	26194
NH	689	2933	2041	2590	3211	6198	2380	20042
DE	117	383	216	1058	390	696	507	3367
EE	17	97	473	184	88	712	324	1895
UE	38	128	81	179	108	192	164	890
HH*	172	608	770	1421	586	1600	995	6152

NH, no homolog; HH, having a homolog; DE, detectable expression; EE, enriched expression; UE, undetectable expression. The asterisk indicates that HH is comprised of HE, EE, and UE. Homologous comparison using an E-value<1.0E-05 and enriched expression analysis using the cutoffs of a Ratio>2.0 and Z-score>3.75. The *Arabidopsis* data were obtained from Schmid et al. [3].

In contrast, further BLAST reaches against the vetch database using the *Arabidopsis* sequences determined that 3,496 (56.1%) of the 6,412 genes enriched in individual organs or a combination of organs in *Arabidopsis* exhibited homologous transcripts in the vetch genome. A total of 1,890 (58.1%) of these 3,496 homologous genes were expressed in individual organs or a combination of organs in vetch, whereas 1,291 (31.6%) of these 3,496 genes displayed enriched expression in individual organs or a combination of organs in vetch (Tables S6A and S6C). Consistent with the results described above, the stamens (365) also presented the greatest number of enriched homologs in the two plants, which might suggest the existence of non-conserved expression patterns in the counterpart floral organs of vetch and *Arabidopsis*, with the exception of the stamens.

Additionally, we compared the expression patterns of the homologous transcripts that were enriched in both vetch and *Arabidopsis*. Only 1,052 unigenes (after deleting duplicates from 1,895 unigenes) displayed enrichment in counterpart organs in both vetch and *Arabidopsis*; these transcripts were mainly involved in hydrolase activity, transcription factor activity, transferase activity, protein binding, DNA or RNA binding, and kinase activity.

We further compared the spatial distribution of floral-biased expression in vetch and *Arabidopsis* flowers [40]. 

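Each floral organ was compared with its non-adjacent floral organs and with leaves and roots: sepals with stamens and carpels, petals with carpels, stamens with sepals, and carpels with sepals and petals. The paper's text does not list the organs it compared, so these sets, with leaves and roots, were chosen here. The rule was met by 2148 unigenes in sepals, 10384 in petals, 8287 in stamens and 4449 in carpels, a sum of 25268 over 19443 distinct unigenes. Leaving out leaves and roots, which was possible for sepals and carpels, moved the counts to 11256 and 7458. With the Ratio alone the distinct count was 20617.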

Using log2 floral organ/non-adjacent-organ gene expression values (Ratio>2.0 and Z-score>3.75), we obtained a total of 3,903 *Arabidopsis* transcripts and 20,714 vetch unigenes enriched in the floral organs. Similar to the results for *Arabidopsis* [40], the enriched vetch transcripts demonstrated sharp boundaries among the different floral organs (Figure 2A). 

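Of the unigenes enriched against non-adjacent organs, those that also exceeded 2.0 times every adjacent organ were 37.9% in sepals, 32.6% in petals, 33.0% in stamens and 89.6% in carpels, or 43.2% of the sum. The median ratio of the highest adjacent organ to the target was 0.740 in sepals, 0.758 in petals, 0.773 in stamens and 0.158 in carpels.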

Based on all of the transcript expression data for *Arabidopsis* (21,972 genes) and vetch (71,553 unigenes), we constructed scatter plots for the adjacent floral organ categories. Among the floral organwise categories, the Pearson correlations were 0.55, 0.72, and 0.35 for vetch, and 0.71, 0.51, and 0.46 for *Arabidopsis* (Figure 2B). These results illustrated that the adjacent floral organs are divergent from each other in both species, suggesting that vetch flowers may be shaped following a strict ABC model without a “fading border” [40].

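Pearson's r of RPKM was 0.547 between sepals and petals (0.545 to 0.548), 0.720 between petals and stamens (0.718 to 0.721) and 0.346 between stamens and carpels (0.344 to 0.349). The ranges are the 95% width of Poisson redraws set around each value. The order of the 3 pairs was the same on log2(RPKM + 1), where they were 0.819, 0.846 and 0.682. Without the 100 unigenes of the highest mean RPKM they were 0.564, 0.649 and 0.318.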

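From these correlations the paper reasons that adjacent floral organs are divergent. It proposes a strict ABC model for the vetch flower from them, from the sharp boundaries it describes among enriched transcripts, and from its comparison with Arabidopsis.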

**Figure 2:**
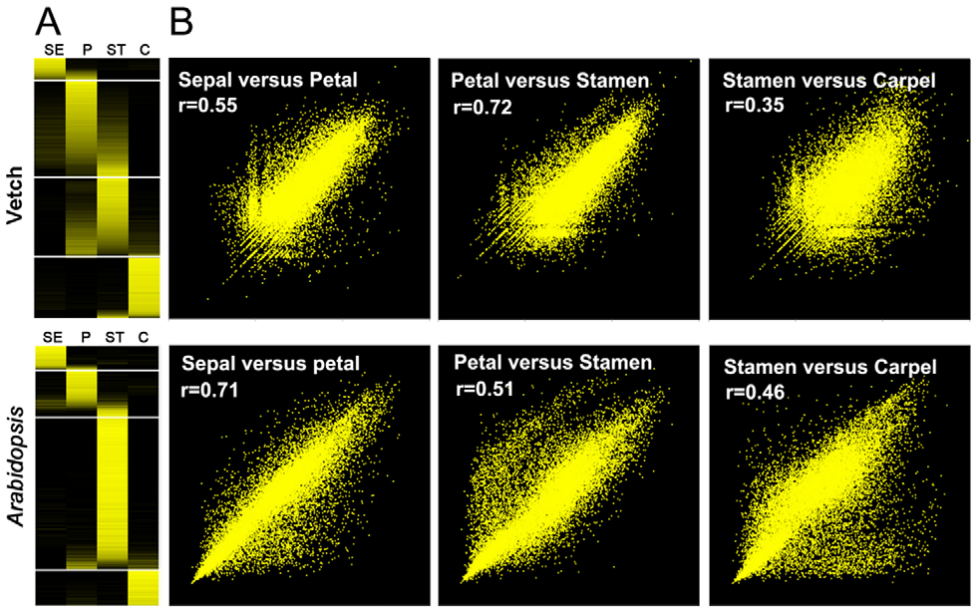
Floral organ transcription patterns in vetch and *Arabidopsis*. (**a**) Log2 floral organ/non-adjacent-organ gene expression ratios in vetch and *Arabidopsis*. Transcripts showed enriched expression in floral organs in vetch and *Arabidopsis* using cutoffs of a Ratio>2.0 and Z-score>3.75. C, Carpel; P, petal; SE, sepal; ST, stamen. The scale of the log2 ratios ranges from −1.5 (black) to 1.5 (yellow). The analyses are based on 3,903 *Arabidopsis* and 20,714 vetch transcripts enriched in the floral organs. (**b**) Scatter plots and Pearson correlations (r) of the gene expression levels in adjacent floral organs in vetch and *Arabidopsis*. The analyses are based on all of the *Arabidopsis* genes (21,972) and all of the vetch unigenes (71,553). The *Arabidopsis* data were obtained from Schmid et al. [3].

Furthermore, we examined transcription factors, which are key regulators of the events that involve in organ development to compare the conserved features of the transcriptomes of the two species. Among the 655 transcription factors unigenes enriched in the vetch floral organs (Table S6), 120 homologs from 16 transcription factor families were found to also display enriched expression in *Arabidopsis* organs (with an E-value<1.0E-05), including the MYB/MYB related, NAC, MADS and HOMEOBOX families, which suggested that these transcription factors share conserved functions in vetch and *Arabidopsis*. 

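All transcription factor unigenes in the copy of Table S6B used here, which holds fewer than the 655 the paper states, were in the files. Of those in the copy, 517 met the enrichment rule in at least 1 floral organ or combination and 116 in none. The A domain had 108, the B domain 221 and the C domain 136. The homologs in Arabidopsis were not analysed here.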

Interestingly, 102 unigenes from 17 transcription factor families, such as C4HC4, LIM, TLP, SWI/SNF, HSF, CCAAT, and AS2, appeared to be specific to vetch flowers, and none of these famlies were enriched in *Arabidopsis*. However, eight genes from six transcription factor families, including DDT, VP1/ABI3, and S1FA-like, that displayed enriched expression in *Arabidopsis* were not enriched in vetch.

We further compared the spatial expression profiles of one-to-one homologous enriched transcripts in vetch and *Arabidopsis* (Figure 3 and Table S7). Compared with the organ-enriched unigenes (6,152) in vetch, most of the *Arabidopsis* homologs skewed toward equivalent expression among the different organs, whereas only a few homologs in *Arabidopsis*, such as a subset of genes in the stamens and the carpels, displayed enriched expression patterns (Figure 3A). The genes in the C domain exhibited relatively conservative expression patterns between the two species. In contrast, most of the homologs of the genes (3,496) enriched *Arabidopsis* showed unbiased expression patterns in vetch, except for the genes enriched in the stamens and the carpels (Figure 3B). These results suggested that the expression patterns of downstream homologs in the two species display weak conservation among the floral organs, despite the fact that vetch and *Arabidopsis* both belong to the Rosids in the core eudicots.

**Figure 3:**
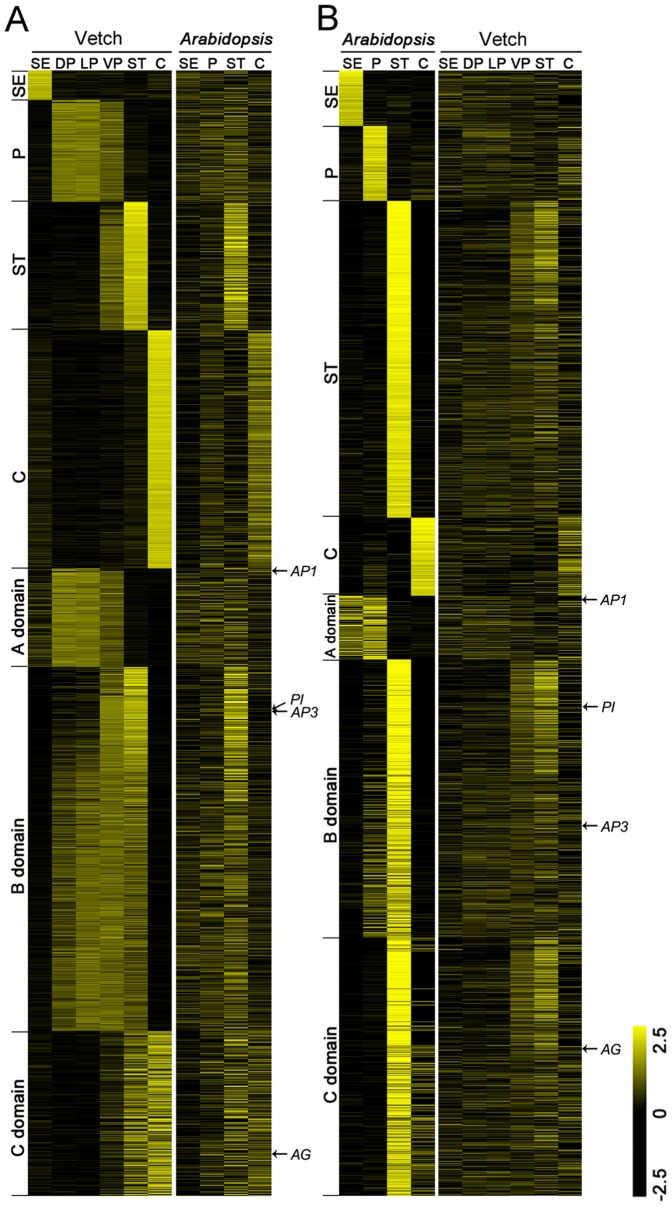
Expression patterns of the homologous transcripts identified between vetch and *Arabidopsis* organs. (**a**) Expression patterns of the unigenes (5,891) enriched in vetch and their homologs (arranged in the same row) in *Arabidopsis* (E-value<1.0E-05). (**b**) Expression patterns of the genes (3,367) enriched in *Arabidopsis* and their homologs in vetch (E-value<1.0E-05). The bar represents the scale of the expression levels of the transcripts. The scale of the log2 ratios ranges from −2.5 (black) to 2.5 (yellow). The abbreviations for the different tissues are the same as in Figure 1. The *Arabidopsis* data were obtained from Schmid et al. [3].

### Floral zygomorphy of vetch revealed by transcriptional profiling

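Each petal type was compared with all 7 other organs, the 2 other petal types included. Counts for the petal types were also redrawn 100 times from Poisson distributions with equal expression in the 3 petal types, leaving the other organs as sequenced. This gave a median of 232.5 enriched unigenes for dorsal petals (194 to 262), 207 for lateral petals (178 to 243) and 251 for ventral petals (219 to 286), which is 50.3%, 47.6% and 27.2% of the numbers found in the libraries. Among unigenes with at least 10 target reads, the libraries gave 210, 188 and 476, and the redraws at most 42, 41 and 43.

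**Figure D2:**
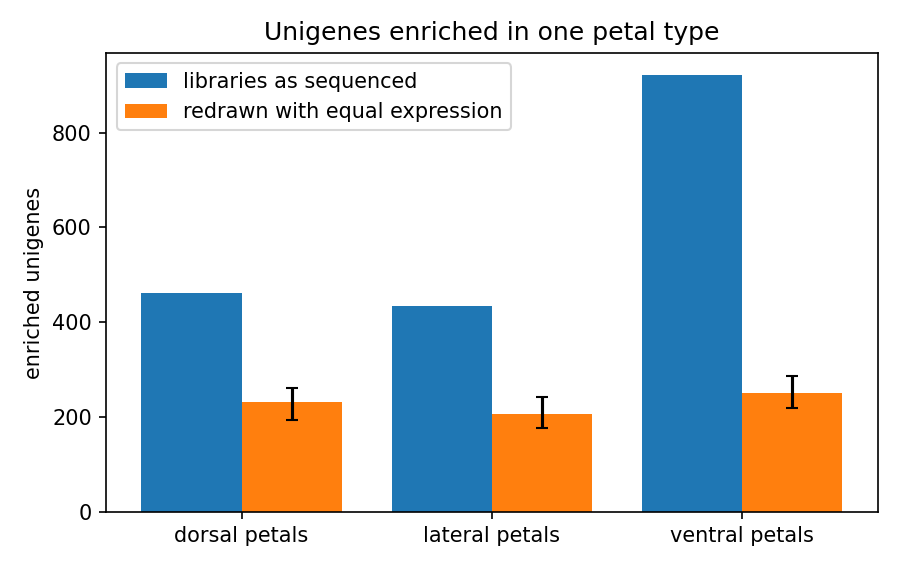
Number of enriched unigenes (vertical axis) in each petal type, in the libraries as sequenced (blue bars) and in 100 redraws with equal expression in the 3 petal types (orange bars, median; error bars, lowest and highest redraw). The counts as sequenced are 462, 435 and 922, and the highest redraws 262, 243 and 286.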

We first identified the unigenes that were preferentially expressed in the three types of the vetch petals using cutoffs of a Ratio>2.0 and Z-Score>3.75. We then performed BLAST searches against the *Arabidopsis* database using a cutoff E-value<1.0E-05. A total of 31, 25, and 80 unigenes showing specific expression in the dorsal, lateral and ventral petals, respectively, were found to have homologous transcripts in the *Arabidopsis* genome (Figure 4). Among the unigenes presenting specific expression patterns in the three different types of vetch petals, most of the *Arabidopsis* homologs displayed equivalent expression levels among the different organs. The unigenes that are specifically expressed in vetch petals may contribute or respond to morphological differences in the petals between vetch and *Arabidopsis*. 

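The unigenes enriched in dorsal petals had a median length of 215 bp and a median RPKM of 6.31 in the dorsal petals, and 49 of them had no read in any other organ. The highest dorsal RPKM among them was that of Unigene42354, annotated as an auxin-induced protein, at 955 against 342 in the next organ, followed by Unigene62507, annotated as a zinc-binding dehydrogenase, at 664 against 226.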

To provide fresh insights into the transcription regulation of gene expression in the dorsal petal development, we performed a homologous comparison via BLAST searches (E-value<1.0E-05) against the *M. truncatula* genome database using 462 transcripts specific in vetch dorsal petals. A total of 100 homologous genes were obtained from *M. truncatula*. We then researched *cis*-acting regulatory elements from approximate 2,000 bp regions upstream of start codon using the PLACE database. Of 237 identified *cis*-elements, the five highest binding sites were YACT, AAAG, CAAT, GRWAAW, and NGATT (Table S8A). Impressively, 104 putative CYC or TCP binding sites GGNCCC were identified in 49 genes in *M. truncatula* (Table S8B). The gene *AC233140_70.1*, also named *CYC1A*, was included [23]. Additionally, analyses of the 462 dorsal petal specific unigenes in biological process and molecular functional terms "enrichment status" and "hierarchy" showed that ion transmembrane transport and localization had significant importance in the development of the dorsal petals (Figure S6A and S6B). Transcripts involved in internal side of plasma membrane seemed be more important in the dorsal petal specific data (Figure S6C).

**Figure 4:**
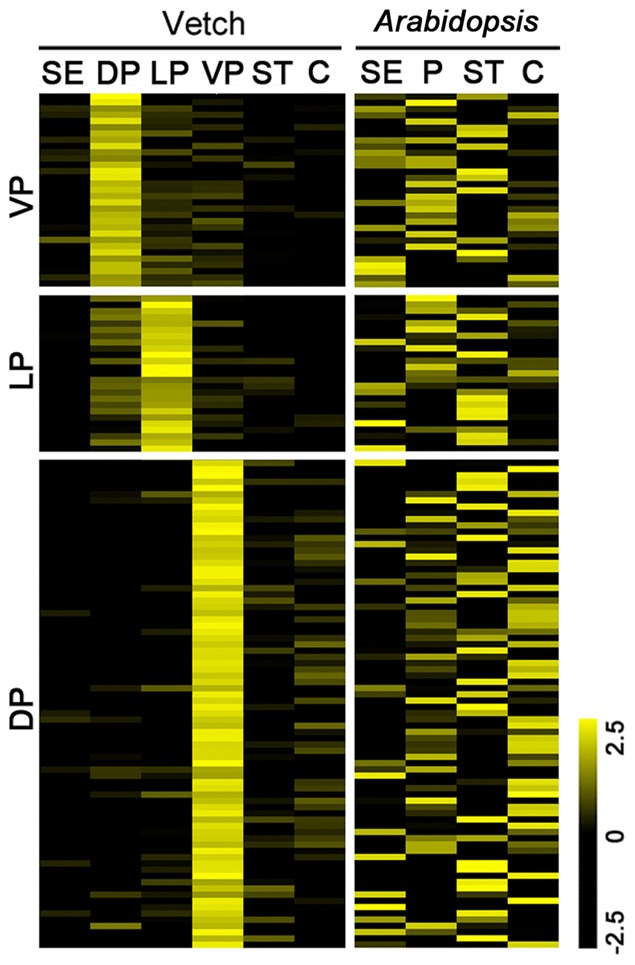
Expression patterns of homologous transcripts between vetch and *Arabidopsis* petals. The unigenes enriched in the three types of petals and their homologs in *Arabidopsis* (E-value<1.0E-05) are arranged in the same row. Most of the *Arabidopsis* homologs display equivalent expression among the floral organs. The bar represents the scale of the expression levels of the transcripts. The scale of the log2 ratios ranges from −2.5 (black) to 2.5 (yellow). The abbreviations for the different tissues are the same as in Figure 1. The *Arabidopsis* data were obtained from Schmid et al. [3].

Transcription factors in the TCP (*TEOSINTE BRANCHED1* from maize, *CYCLOIDEA* from snapdragon, and *PCF* from rice) family regulate cell division in vegetative and reproductive structures and are essential for establishing flower zygomorphy. To understand the evolutionary relationship between the TCP genes of vetch and *Arabidopsis*, we identified 16 and 24 TCP genes in vetch and *Arabidopsis*, respectively [41]. Through performing a phylogenetic analysis of the TCP protein domain, we grouped these TCP genes into three clades: PCF, CYC/TB1, and CIN (Figure 5A). There were seven unigenes in the PCF clade, three unigenes in the CYC/TB1 clade and six unigenes in the CIN clade. 

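All 16 TCP unigenes were in the files. The CYC/TB1 clade has 3 of them, Unigene12201 (VsCYC1, 347 bp), Unigene68683 (VsCYC2, 917 bp) and Unigene18024 (VsCYC3, 1008 bp), and the CIN and PCF clades have 6 and 7.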

In the NJ phylogenetic tree, we observed seven well-supported clades containing both vetch and *Arabidopsis* genes, suggesting that the most recent common ancestor of vetch and *Arabidopsis* had at least seven TCP genes. Because there are a few additional clades including only vetch or *Arabidopsis* genes, the number of TCP genes in the most recent common ancestor was probably greater than seven. Furthermore, the expression pattern of the TCP genes in vetch was analyzed, and the genes in the CYC/TB1 clade were preferentially expressed in vetch petals, while the genes in the PCF and CIN clades exhibited unbiased expression among the eight vetch organs (Figure 5B). This interesting result might indicate that only the CYC/TB1 genes in the TCP family are involved in floral zygomorphy in vetch.

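All 3 CYC/TB1 unigenes met the enrichment rule in petals, and none of the 6 CIN or 7 PCF unigenes did. The 3 petal types held 89.1% to 95.8% of the summed RPKM of the CYC/TB1 unigenes, 31.5% to 61.1% of that of the CIN unigenes and 9.79% to 44.8% of that of the PCF unigenes. The CIN unigenes were enriched in no organ. Of the PCF unigenes, Unigene13884 was enriched in carpels, with 1002 reads there and 197 in leaves, 5.00 times the RPKM (95% counting interval 4.29 to 5.86), and Unigene13289 in leaves, 2.28 times lateral petals (1.44 to 3.68). Several unigenes of both clades were downregulated by the rule: Unigene136, Unigene32847 and Unigene70394 in roots, Unigene66908 in stamens, Unigene70428 in carpels and Unigene65020 in leaves. Unigene66157 was downregulated in the B domain and Unigene16302 in the A domain. Neither enriched nor downregulated in any organ or combination were 2 CIN unigenes and 1 PCF unigene. Taking the share over the 6 floral organs moved single unigenes most, Unigene50478 from 36.8% to 62.9%, and left the CYC/TB1 unigenes at 90.2% to 95.8%.

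**Figure D3:**
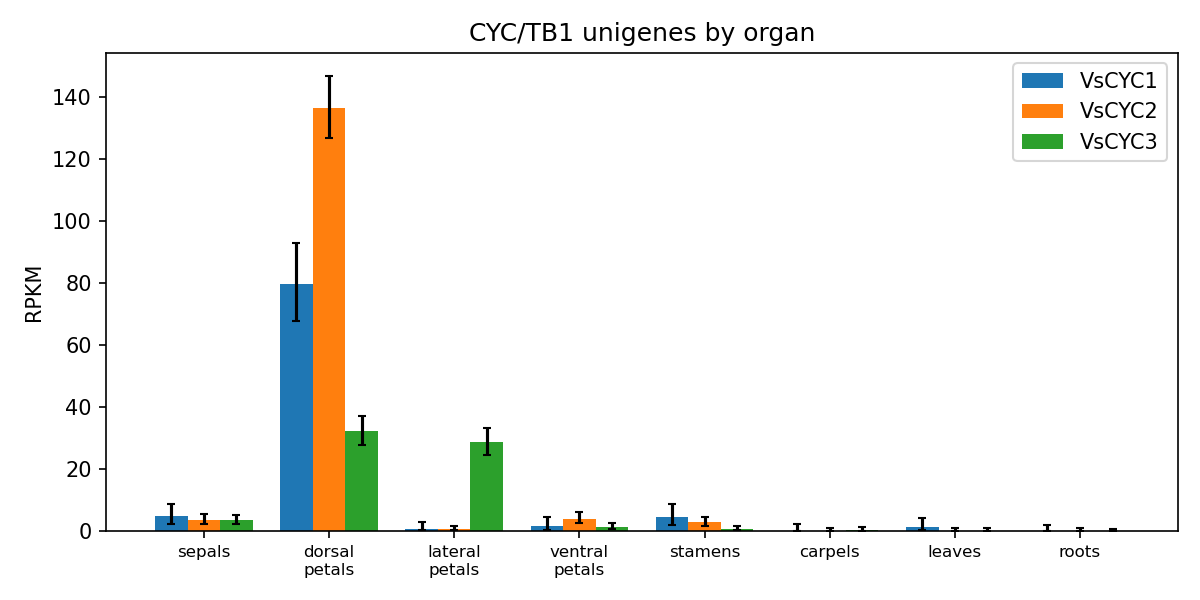
RPKM (vertical axis) of VsCYC1, VsCYC2 and VsCYC3 in 1 library of each of the 8 organs (horizontal axis), with exact Poisson 95% intervals of the read counts as error bars. VsCYC1 and VsCYC2 stand at 79.4 and 136 RPKM in dorsal petals, and VsCYC3 at 32.0 in dorsal and 28.5 in lateral petals.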

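From the expression of the 3 clades the paper proposes that, within the TCP family, perhaps only the CYC/TB1 genes take part in floral zygomorphy in vetch.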

**Figure 5:**
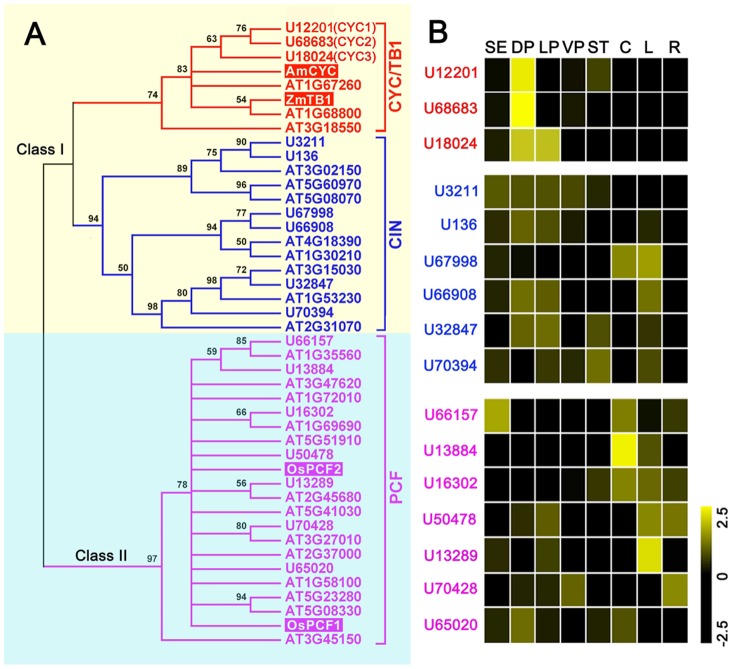
Neighbor-joining consensus tree and expression patterns of TCP genes. (**a**) Unrooted protein tree for the TCP protein domain data set produced using MEGA 4.0.1 [73]. The tree summarizes the evolutionary relationships among the 24 *AtTCPs* [41], 16 *VsTCPs*, and other representative sequences. The bootstrap values are denoted above the nodes; bootstrap values of less than 50 are not shown on the phylogenetic tree. The representative sequences include *OsPCF1* (NP_001052212) and *OsPCF2* (NP_001062409) in rice; *ZmTB1* (AF377742) in maize; and *AmCYC* (Y16313) in snapdragon. (**b**) The expression patterns of the TCP genes in vetch organs. The abbreviations for the different tissues are the same as in Figure 1.

## Discussion

### Genome-scale gene expression patterns in vetch

Based on *de novo* assembly and RNA-Seq Quantification analysis, our examination of the genome-scale gene expression profiles in eight organs in vetch revealed characteristics of the transcriptomes of the floral organs and provided novel insights into the evolution and development of the zygomorphic flower. Comparative transcriptional analyses of wild-type and mutant flowers of *Arabidopsis* have distinguished a large number of genes that are not expressed in ABC gene mutants and are likely downstream of these key transcription factors [42], [43]. In this study, we identified unigenes enriched in individual floral organs and combinations of organs in vetch. The unigenes enriched in the different organ combinations may be regulated by and associated with the homologs of *AP1*, *AP3*, *PI*, *AG*, and *SEP1* in vetch. 

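Of the unigenes that Table S6D pairs with AP1, Unigene61668 (514 bp) had 1856 reads in sepals, 485 in dorsal, 298 in lateral and 409 in ventral petals, 161 in stamens, 12 in carpels and 3 in leaves. Its sepal RPKM was 3.52 times that of the dorsal petals (95% counting interval 3.18 to 3.89). Unigene13061 and Unigene21418, also paired with AP1, were highest in sepals too, at 8.01 times lateral petals (6.05 to 10.8) and 4.17 times dorsal petals (3.33 to 5.26). All 3 were enriched in sepals and in the A domain.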

For the *AP1* homolog, expression peaks were mainly detected in the sepals and the dorsal, lateral, ventral petals (Figure S7). Vetch homologs of *AP3* and *PI* were strongly expressed at late pre-anthesis in the three types of petals and the stamens, similar to the pervious findings that persistent activity of *AP3* and *PI* through the late stages of petal development was necessary to maintain the expression of characteristic petal features [44]–[46]. Additionally, the *AG* homolog was highly expressed in the stamens and carpels, while expression of *SEP1* homolog was observed throughout the vetch flower. Therefore, our findings related to the ABC regulators in vetch were consistent with what is observed in other angiosperms, such as *Arabidopsis* [1], [2], *L. japonicus* [16], *Petunia hybrida* [47], *Oryza sativa* [48]–[50], *Gerbera hybrida* [51], *Zea mays* [52], *Pisum sativum* [53] and *Eschscholzia* [4].

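The AP3 homolog Unigene63356 had 678, 469 and 506 reads in dorsal, lateral and ventral petals and 366 in stamens, against 24 in sepals and 24 in carpels. The PI homolog Unigene20940 had 592, 628 and 691 reads in the petal types and 427 in stamens, against 5 in sepals and 2 in carpels, so that its stamen RPKM was 99.9 times that of the sepals (95% counting interval 42.5 to 309). Both were enriched in the B domain, also with TMM-rescaled RPKM.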

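Of the 3 unigenes paired with AG, Unigene26271 had 162 reads in stamens and 44 in carpels, Unigene35134 had 5 and 67, and Unigene48885 had 47 and 72. None had a read in any petal type. All 3 were enriched in the C domain. Unigene26271 was 3.73 times as high in stamens as in carpels (95% counting interval 2.66 to 5.33), and Unigene35134 was 13.2 times as high in carpels as in stamens (5.40 to 42.1). The 6 SEP1 unigenes were read in all 6 floral organs. For Unigene56502 the reads ran from 515 in sepals to 1318 in stamens, and for Unigene32641 from 200 in sepals to 610 in lateral petals, with 0 reads in leaves for both. Others were less even. Unigene51726 was enriched in the B domain and had 598 reads in ventral petals against 66 in sepals, 10.1 times as high (7.81 to 13.2), and Unigene53152 was enriched in the A domain, with 226 reads in sepals against 22 in stamens.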

Among the A domain unigenes (Figure 3), all of the transcripts were strongly expressed in the three types of petals, whereas the expression levels were not as high in the sepals. 

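Of all 3797 A domain unigenes, with or without an Arabidopsis homolog, 3242 (85.4%) had a higher mean RPKM in petals than in sepals, and 314 (8.27%) were higher in sepals than in every petal type. The A domain mean holds 3 petal libraries and 1 sepal library, so the rule itself favours unigenes high in petals. How much of the petal excess comes from that was not tested. The median RPKM was 3.16 in sepals and 7.46 in ventral petals, the lowest of the petal types. In 827 no sepal read was found, and where there was one the median ratio of petals to sepals was 2.53. Enrichment in a single category was shared by 2579 (67.9%) with petals and by 144 with sepals.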

Considering the dubious role of a “true” A function in the control of perianth identity [54]–[56], our results have provided a few valuable clues for future molecular studies. The B domain genes, *AP3* and *PI*, are best understood from an evolutionary standpoint, and these genes appear to be associated with a gene duplication event that occurred prior to the radiation of angiosperms [57]. Although the B domain unigenes were found to be expressed at higher levels in the petals and stamens in the present study, there were apparently also some organ-specific transcripts, especially in the three different petal types (Figure 3), which is much different from what is observed in *Arabidopsis* and may be important for the development of petals in vetch. It was therefore tempting to speculate that the B domain genes of the Papilionoideae have undergone gene duplication and differentiation, leading to the genes controlling the identity and development of the three complex types of petals following the radiation of the B domain genes in angiosperms.

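Of the B domain unigenes, 3045 (39.0%) were highest in stamens, 1910 (24.5%) in lateral, 1575 (20.2%) in ventral and 1268 (16.3%) in dorsal petals. The median RPKM was 13.5 in stamens, 11.9 in ventral, 6.83 in lateral and 6.08 in dorsal petals. Enrichment in a single organ was shared by 2020 with stamens, 196 with dorsal, 223 with lateral and 471 with ventral petals.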

Interestingly, when the relationships among the organs were examined based on global transcription expression levels (Figure S4), the three types of vetch petals clustered tightly with the stamens. We provided further support for this finding by calculating the Spearman correlation coefficients between pairs of vetch organs (Table S2). The results indicated that the dorsal, lateral, and ventral petals shared some common genetic programs and were process homologous. Also, this finding is in agreement with the traditional hypothesis of the petals morphologically originating from the stamens in core eudicots [58], [59]. The clustering of the petals with the stamens in vetch might be explained by the following findings. An interesting characteristic is provided by the description of the common primordia in some Papilionoideae flowers from which the petals and the stamens differentiate [9], [12], [13], [60].

### Characteristics of the floral transcriptomes of vetch and *Arabidopsis*

*Arabidopsis* is the best-characterized experimental model among the eudicot plants, and global gene expression data for specific floral organs are available for this species. Our analyses suggested that there are both conserved and divergent features of the floral transcriptomes of vetch and *Arabidopsis*. Homologs showing similar enriched expression patterns in the two species were mostly found to be involved in basic processes, such as hydrolase activity, transcription factor activity, transferase activity, protein binding, DNA or RNA binding, and kinase activity. The expression of transcription factors was conserved between the two species for the MYB/MYB-related, NAC, MADS, and HOMEOBOX families. Additionally, consistent with other angiosperms, homologous ABC regulator genes exhibited similar expression patterns in the two species (Figure 3), suggesting that major components of their functions may be conserved throughout angiosperm evolution [7]. The genes participating in the transcriptional programs of vetch and *Arabidopsis* flowers were tightly constrained to individual floral organs (Figure 2A), and organwise comparisons between adjacent floral organ categories showed similar correlations in the two species. Therefore, we concluded that vetch flowers display strict spatial ABC domains and sharp transcriptional boundaries among the floral organ categories, as observed in *Arabidopsis* flowers. A similar result was established in *Eschscholzia* [4], [40], suggesting that the flowers of more recently derived angiosperm lineages with highly differentiated perianths, such as those of the core eudicots (represented by vetch and *Arabidopsis*) and some basal eudicots (represented by *Eschscholzia*), are more likely to be characterized by a strict ABC model with sharp transcriptional boundaries among adjacent floral organ categories, despite the “fading borders” observed in other basal angiosperms (represented by *Aquilegia*, because of its distinctive floral anatomy) [5].

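With TMM-rescaled RPKM 592 unigenes (0.827%) were enriched in sepals. Against the other floral organs only, 4102 unigenes were enriched in sepals.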

The percentage of transcripts enriched in vetch sepals (1.20%) is similar to that in *Arabidopsis* sepals (1.33%), implying that vetch tends to share a similar evolutionary scenario with *Arabidopsis* in terms of sepal development (Table S3A). With respect to the different categories of petals, the greater number of transcripts enriched in vetch (3,541) compared with the number of genes enriched in *Arabidopsis* (368) suggested that the petal developmental program in vetch is more complex than that of in *Arabidopsis*. Moreover, the genes showing enriched expression in vetch petals displayed a broader expression domain (4.95%) than is observed in *Arabidopsis* petals (1.67%) (Table S3A). 

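The unigenes enriched in petals numbered 2924 when at least 10 reads were required over the petal libraries, and 2961 when unigenes with no read elsewhere were left out. Their median length was 251 bp.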

Considering the three highly differentiated types of petals observed in vetch, this result can be explained by the greater complexity of the petal organ category in vetch versus *Arabidopsis*. Additionally, the vetch stamens and carpels displayed a larger number of enriched unigenes, which is consistent with the model eudicot *Arabidopsis*, and the basal angiosperms, *Nuphar* and *Persea* [7]. This conservation of transcript numbers might be explained by the diversity of cellular events taking place in the stamens and carpels. In vetch, the carpels displayed the largest number of enriched unigenes and the most downregulated unigenes, whereas the stamens presented the greatest number of enriched and downregulated unigenes in *Arabidopsis*. This finding suggested possible differences between stamen and carpel development in the two species. Furthermore, we analyzed the evolutionary conservation of the transcripts enriched in vetch and *Arabidopsis* based on the expression patterns of their homologous transcripts (Figure 3). 

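Over the single floral organs the share downregulated was 17.5% in carpels, 5.39% in stamens and 0.692% in sepals. It was 0.577% in dorsal, 0.746% in lateral and 0.766% in ventral petals, and 0.872% in petals as a category. With TMM-rescaled RPKM it was 14.4% in carpels, 5.49% in stamens, 1.08% in sepals and 1.49% in petals as a category.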

Compared to the sepals and petals, the homologs of the transcripts enriched in the stamens and the carpels exhibited relatively more highly conserved expression patterns in vetch and *Arabidopsis*, suggesting conservation of gene expression between the two species in the molecular regulation of stamen and carpel development.

Because both vetch and *Arabidopsis* display strict spatial ABC domains, we compared the spatial expression patterns of one-to-one homologous transcripts between vetch and *Arabidopsis* (Figure 3). It was determined that the downstream transcriptional regulatory machinery responding to the ABC domains in the two species was not conserved with regard to the expression patterns of the genes involved. With respect to the genes displaying enriched expression in the floral organs of vetch, a high percentage of homologs did not show enriched expression in the counterpart organs of *Arabidopsis* and vice versa (Table 1 and Table S7). Our results were supported by a previous study in which it was determined that most of the genes displaying enrichment in *Arabidopsis* floral organs were downregulated in *Nuphar* and *Persea*, whereas those showing enrichment in *Nuphar*, *Persea*, or both, were downregulated in *Arabidopsis*. Recent large-scale studies of evolutionary changes in gene expression among several non-plant species have led to the proposal that there is a substantial amount of divergence in orthologous gene expression [61]–[65]. However, the divergence of orthologous gene expression levels is significantly lower for pairs of randomly chosen genes. Furthermore, divergence in the expression of essential genes appears to be strongly constrained by natural selection, and other genes tend to be under minimal selective constraints [64]. Therefore, we assumed that the key regulatory genes involved in the ABC domains in eudicot plants are likely subjected to stronger selection and display a conserved expression pattern among diverse floral organs. A large proportion of downstream orthologous transcripts in ABC domains have been subjected to minimal selection and display divergence in spatial expression during flower evolution and diversification.

### Control of floral zygomorphy in vetch

One of the most distinct aspects of Papilionoideae species is their zygomorphy, which originated indendently several times from actinomorphic ancentors (showing radial floral symmetry) and subsequently expanded to many large and successful angiosperm lineages [19], [23]. Vetch flowers, like most zygomorphic flowers, possess two types of asymmetries: dorsoventral asymmetry in the floral plane and organ internal asymmetry in the floral organ plane. The internal asymmetry is different among the various petals: the dorsal petal is internally symmetric, and two lateral petals and two ventral petals are internally asymmetric. In *P. sativum* and *L. japonicus*, the floral zygomorphy depends on the activity of the TCP transcription factors. *CYC2* plays a role in establishing the identity of the dorsal petals, while *CYC3* plays a key role in controlling the identity of the lateral petals [19], [21]. Both *CYC1* and *CYC2* are specifically expressed in the dorsal petals to promote the growth of the single dorsal petal, while *CYC3* is strongly expressed in the dorsal and lateral petals [19], [21]. 

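VsCYC1 had 159 reads in dorsal petals, 1 in lateral and 3 in ventral petals, 10 in sepals, 8 in stamens and 2 in leaves. Its dorsal RPKM was 17.3 times that of sepals, the next organ (95% counting interval 9.17 to 36.8). VsCYC2 had 722 reads in dorsal petals, 2 in lateral and 20 in ventral petals, and its dorsal RPKM was 35.3 times that of ventral petals (22.7 to 58.1). VsCYC3 had 186 reads in dorsal and 169 in lateral petals, a ratio of 1.12 (0.907 to 1.39) that counting error alone could give, and 6 in ventral petals, 30.3 times fewer by RPKM than in dorsal petals (13.7 to 83.7). No read of VsCYC1 or VsCYC2 was found in carpels and roots, where a count of 0 allows up to 1.59 and 1.48 RPKM for VsCYC1 and 0.601 and 0.560 for VsCYC2.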

In the present study, the expression patterns of *VsCYC1*, *VsCYC2*, and *VsCYC3* in vetch were found to be similar to their patterns in other species (Figure S7), which was reconfirmed using qRT-PCR and semi-quantitative PCR (Figure S3 and Table S1). This finding suggested that the three *VsCYC* genes might also be crucial in controlling floral zygomorphy in vetch.

A pair of dorsal-specific *CYC* genes is usually redundantly or partially redundantly involved in the establishment of floral zygomorphy, with one of the copies exhibiting no or transient expression in floral zygomorphic regions, such as the *CYC* and *DICH* genes in snapdragon [66], [67], *CYC1* and *CYC2* in *Mohavea confertiflora* [68], *CYC1A* and *CYC1B* in *Lupinus nanus* (Fabaceae) [17], *CYC1* and *CYC2* in *L. japonicus* [19], *CYC1* and *CYC2* in pea [21], *CYC1C* and *CYC2A* in *Opithandra dinghushanensis* [69], *CYC2A* and *CYC2B* in *Byrsonima crassifolia* (Malpighiaceae) [70], *CYC2A* and *CYC2B* in *Lonicera* (Caprifoliaceae) [71], and *CYC1C* and *CYC1D* in *Primulina heterotricha* [23]. Furthermore, it seems very likely that a double positive autoregulatory feedback loops have been employed by *CYC* genes in different zygomorphic clades, such as in *M. truncatula* and *G. max* [23]. Therefore, the expression of *VsCYC1* and *VsCYC2* might be sufficient to generate morphological zygomorphy in vetch, and these genes may be regulated by the double positive autoregulatory loops, which is a possibility that deserves further research.

Because the three vetch *CYC* genes are members of the CYC/TB1 clade in the TCP family, we further examined the expression patterns of TCP family genes using genome-scale analysis to investigate the relationship of floral zygomorphy with the other TCP members in vetch. Based on amino acid sequence similarity in the TCP domain, the TCP family is divided into two major clades: Class I and Class II. The latter clade is further subdivided into two additional clades: the CYC/TB1 clade and the CIN clade [41]. Among the three clades, we found that only genes in the CYC/TB1 clade were preferentially expressed in vetch petals (Figure 5). This finding provided useful clues regarding the function of these genes and may indicate that only the *CYC/TB1* genes in the TCP family are involved in floral zygomorphy in vetch. The three genes in the CYC/TB1 clade observed in vetch also supported the conclusion that most papilionoid legumes exhibit three kinds of *CYC* genes (*LEGCYC IA, IB, and II*), among which the *LEGCYC I* genes experienced a duplication near the base of or below the papilionoid legumes [72].

In vetch, 462 unigenes were found to be specifically expressed in the dorsal petals with the similar expression patterns as the *VsCYC1* and *VsCYC2* genes (Table S7D), indicating that some of the 462 unigenes might be downstream targets of the *VsCYC1* and *VsCYC2* transcription factors, which could be identified based on the presence or absence of putative CYC binding sites in upstream promoter sequences in the 462 unigenes [23]. 

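The unigenes listed for dorsal petals in Table S7D were the same unigenes that met the rule in the files. VsCYC1 and VsCYC2 were among them, and VsCYC3, which did not pass the Ratio against lateral petals, was not.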

By the GO term analyses of 462 dorsal petal specific unigenes in vetch (Table S8A) and the identification of the 104 putative CYC or TCP binding sites in 49 homologous genes in *M. truncatula* (Table S8B), our results might offer some important clues to the potentially putative downstream genes of the *CYC* genes in the zygomorphic species. Internal asymmetry is the other important trait associated with zygomorphy, including the internal asymmetry of the lateral and ventral petals in Papilionoideae. A *SYP1* (*SYMMETRIC PETALS 1*) locus was identified from *P. sativum*, whose function is to establish the internal asymmetry of the petals, and *syp1* mutant flowers bearing all symmetric petals without normal internal asymmetry [21]. However, the *SYP1* gene has not been cloned from the *SYP1* locus. 

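The lists for lateral and ventral petals in Table S7D held the same unigenes as the calls here. Among these, the highest RPKM was that of Unigene42726, annotated as a nodulin MtN21 family protein, at 1842 in lateral petals against 904 in the next organ, and of Unigene46279, annotated as an ABC transporter, at 631 in ventral petals against 248. With a pseudocount of 1 RPKM the lateral count was 281. No other organ had a read in 56 of the lateral and 174 of the ventral unigenes.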

In vetch, we found 435 and 922 unigenes that were specifically expressed in the lateral and ventral petals, respectively (Table S7D). These data provided a number of candidate genes that might allow further elucidation of the molecular mechanisms underlying the internal asymmetry in Papilionoideae.

## Conclusions

In the present study, based on *de novo* assembly and RNA-Seq Quantification analysis, we generated genome-wide gene expression profiles for six floral organs in vetch to investigate the characteristics of the evolution and development of zygomorphic flowers. We isolated 71,553 unigenes with an average length of 511 bp and then compared the changes in the expression of these unigenes in the sepals, dorsal petals, lateral petals, ventral petals, stamens, and carpels, using the leaves and roots as controls. By identifying enriched genes in organwise floral categories, our comparison of the gene expression patterns in vetch and *Arabidopsis* revealed that the vetch flower conforms to a strict ABC model, similar to the core eudicots *Arabidopsis* and the basal eudicots *Eschscholzia*, in contrast to the fading transcriptional boundaries observed in the basal eudicots *Aquilegia* [4], [5], [40]. Additionally, regarding the unigenes enriched in the vetch floral organs, most of the homologous transcripts in the counterpart organs in *Arabidopsis* did not display enriched expression, and vice versa. We identified and compared the evolution and expression patterns of the TCP gene family members in vetch at a whole-genome scale, and we further obtained a number of unigenes that were specific to the three different types of vetch petals. These results might provide important clues with respect to elucidating the molecular mechanisms underlying the floral zygomorphy in the Papilionoideae. Our data revealed, for the first time, the comprehensive characteristics of the evolution and development of zygomorphic flowers.

## Supporting Information

Figure S1 **The length distribution of the unigenes obtained using Illumina paired-end technology in vetch.**
(TIFF) Click here for additional data file.

Figure S2 **COG functional classification of the vetch unigenes.**
(TIFF) Click here for additional data file.

Figure S3 **Validation of the expression profiles in the vetch organs.** **a**) Heatmap of the expression levels obtained using Illumina sequencing data and real-time quantitative PCR. The bar represents the scale of the expression levels of the unigenes (log2). *P* denotes the expression detected using real-time PCR, and *S* denotes the expression detected vis Illumina sequencing. Unigene68614 was used as an internal control in the real-time PCR analyses. **b**) Semi-quantitative PCR analysis of 49 unigenes using Unigene68614 as an internal control. Corresponding detailed information is displayed in Table S1.
(TIFF) Click here for additional data file.

Figure S4 **Hierarchical clustering based on the expression patterns in vetch.** Cluster analyses for the vetch floral organs using 71,553 unigenes. The color scale ranges from 0.0 (dark) to 44.0314 (yellow).
(TIFF) Click here for additional data file.

Figure S5 **The distribution of the organ-enriched and downregulated unigenes in vetch with functional annotation.** The genes are classified into 14 functional groups. Positive and negative numbers denote the percentages of unigenes enriched and downregulated in different organs, respectively. Corresponding detailed information is listed in Table S4a and S4b (enriched expression), and S4c and S4d (downregulated expression).
(TIFF) Click here for additional data file.

Figure S6 **Gene Ontology term “enrichment status” for targets of the dorsal petal-specific unigenes.** (**a**–**c**) Targets with GO term “enrichment status” and “hierarchy” for **a**) biological process, **b**) molecular function and **c**) cellular component branches. The classification terms and their serial numbers are represented as boxes. For significant terms, the box includes the GO term, adjusted P-value (in parentheses), item number mapping the GO term in the query list and background, and total number of items in the query list and background. The color scale shows the P-value cutoff levels for each biological process; the more statistically significant, the darker and redder the color.
(TIFF) Click here for additional data file.

Figure S7 **The expression patterns of some key vetch genes.**
(TIFF) Click here for additional data file.

Table S1 **Unigenes examined using quantitative PCR and RT-PCR.**
(XLS) Click here for additional data file.

Table S2 **Correlation coefficients between pairs of floral organs in vetch.**
(XLS) Click here for additional data file.

Table S3 **Statistics for the enriched and the downregulated transcripts in vetch and** ***Arabidopsis*** **.**
(XLS) Click here for additional data file.

Table S4 **Enriched and downregulated unigenes in vetch floral organs and their functional categories.**
(XLS) Click here for additional data file.

Table S5 **Six groups of unigenes enriched in individual organs and combinations of organs in vetch.**
(XLS) Click here for additional data file.

Table S6 **Comparison of enriched transcription factors between vetch and** ***Arabidopsis*** **.**
(XLS) Click here for additional data file.

Table S7 **Homologous comparison of the enriched floral transcripts between vetch and** ***Arabidopsis*** **.**
(XLS) Click here for additional data file.

Table S8 **Homologous comparison between vetch and** ***M. truncatula*** **and** ***cis*** **-elements analyses of** ***M. truncatula*** **.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

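RNA from 8 organs of common vetch (sepals, dorsal, lateral and ventral petals, stamens, carpels, leaves and roots) was sequenced by the authors as 1 library per organ, and each library was grouped by the organ that its label names. According to the authors, poly(A) RNA was fragmented, copied into cDNA with random hexamers and sequenced on an Illumina instrument. The read counts were made by the authors as the number of reads uniquely aligned to each unigene of a de novo assembly, and were deposited without normalization. The RPKM values were made by the authors by dividing these counts by unigene length and by the library's total of uniquely aligned reads. The percentage of each unigene covered was made by the authors as the share of its bases under at least 1 uniquely aligned read, and its median ran from 78.85% in carpels to 86.81% in sepals. No genome build applies, since the unigenes themselves were the reference. The aligner, its version and the mismatches it allowed are not given in the sources used here.

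The 8 tables were joined by unigene, and a unigene absent from a table was set to 0 reads, since the tables list only unigenes with a read. All calls were made on RPKM recomputed from the counts, and the largest relative difference from the deposited RPKM was 5.58e-09. A unigene was called enriched with a Ratio above 2 and a Z-score above 3.75, and downregulated with a Ratio below 0.5 and a Z-score below -1.5. The Z-score used the sample SD of the other organs. Combinations were averaged over their single libraries. Clustering used average linkage on 1 minus Pearson's r. GO and kinase counts come from a search for words in the deposited annotation. A unigene was called restricted to an organ with at least 100 reads there and at most 5% of that organ's RPKM in each other organ compared. For unigenes restricted to stamens the ventral petals were left out of that condition. For unigenes restricted to petals the reads were summed and the RPKM averaged over the 3 petal types.

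The unigenes named in the text are those the paper names, those that its Table S6D pairs with AP1, AP3, PI, AG and SEP1 or that Table S6B annotates as SEP1 or as a CYC gene of pea, and for each floral organ the 2 enriched unigenes with the highest RPKM. The paper's tables had been seen when this rule was written.

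With 1 library per organ no test across organs was run. Intervals on reads are exact Poisson intervals at 95% and intervals on ratios of reads are exact binomial intervals. Ranges of correlations and of differences between counts of unigenes are centred on the value in the libraries. Their width is that of the central 95% of 100 Poisson redraws of the counts. The rules were tested on simulated data in which 200 unigenes were changed, 8 times upward for enrichment or 16 times downward. The 200 were drawn only from unigenes with 30 or more reads expected in the smallest library, and expression was otherwise equal in all organs. All 200 were recovered in each of 4 runs, and 155 and 159 unchanged unigenes were called enriched in dorsal petals and carpels. Among 34578 unchanged unigenes with 30 or more reads expected in the smallest library, 0 were called enriched. The recovery does not cover unigenes with fewer reads or those that vary among the other organs.

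The alternatives changed the filter on low values, the SD, the comparison organs, the normalization, the depth, the pseudocount, the Ratio, the coefficient, the distance and the linkage. TMM factors were 0.773 in leaves, 0.822 in carpels, 0.998 in stamens, 1.07 in sepals, 1.08 in roots, 1.09 in ventral, 1.11 in lateral and 1.13 in dorsal petals. They shift the RPKM of a whole library on the log2 scale, by 0.37 in leaves, 0.28 in carpels, -0.17 in dorsal, -0.16 in lateral and -0.12 in ventral petals, -0.11 in roots and -0.10 in sepals. The qRT-PCR values, the Arabidopsis data and the assembly itself were not analysed here. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with R 4.3.3 and edgeR 4.0.16 for TMM only.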

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

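The tests by thinning and by TMM were set before their results were seen, but the reading of the TMM values as a test of scaling, and the test with library totals without the 100 highest unigenes of each library, were chosen after. The leaves and roots served the paper as controls. Its Table S4A sorts the unigenes enriched in them into GO groups, but its text and its Tables S3A and S3B give no number of unigenes enriched or downregulated in them, and these numbers drew attention here as a signal the paper did not discuss.

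By the enrichment rule 4423 unigenes were enriched in roots, more than in any floral organ taken alone, and 2884 in leaves. Depth of the root library is argued against as the cause, since with all libraries thinned to the smallest the root count was 4552 and the carpel count 3972. With TMM-rescaled RPKM the root count was 3819, below the 5731 of the carpels, and the leaf count 4602. The order of roots and carpels thus changes with the normalization, and scaling by library totals where the organs differ in make-up may explain it. A few unigenes taking a large share of the reads are argued against as the whole cause. With library totals without the 100 highest unigenes of each library the root count was 4397 and the carpel count 4254. The difference was 143 (67.2 to 219, the width of Poisson redraws of the counts set around it), although smaller than with the full totals. These unigenes held 7.33% of the carpel reads and all unigenes enriched in carpels 31.0%. A difference between root and floral tissue, or between seedlings and flowering plants, stays open and was not tested.

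By the rule for downregulation 6005 unigenes were downregulated in leaves and 3073 in roots, against 12504 in carpels and 3855 in stamens. Thinned to the smallest library the leaf count was 5892 and the stamen count 3755, which argues against depth. With TMM-rescaled RPKM the leaf count was 3222 and the stamen count 3928, so that the leaf count fell below it, and the root count was 3724. Scaling by library totals may thus explain this order too. A few unigenes taking many reads are argued against as the whole cause, since with totals without the 100 highest unigenes of each library, which held 7.82% of the leaf reads, the leaf count exceeded the stamen count by 1632 (1527 to 1737 by the same redraws). A difference between leaf and floral tissue was not tested.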

How the results depend on the processing

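Leaving out the unigenes restricted to stamens, taking petals as the mean of dorsal and lateral petals, and taking library totals without the 100 highest unigenes of each library were alternatives chosen after the data had been examined. All others were set before the data were examined. No paired analysis was possible because each organ gave 1 library. Depth limits the calls with few reads, above all those of the petal types. Counts are called unchanged here within 1.5 times, and other values within the counting error of 100 redraws. Where a value changed and its construction does not show why, the cause was not tested.

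Of 83 values for enrichment per organ under the alternatives, 56 were unchanged, 26 moved and 1 reversed. With the Ratio raised to 4.0, a stricter call by construction, the enriched unigenes were 175 in sepals, 104 in dorsal, 88 in lateral and 446 in ventral petals, 1337 in petals, 1198 in stamens and 1266 in carpels, and the carpel count minus the next of sepals, petals and stamens reversed from 470 to -71. Against the other floral organs only, they were 4102 in sepals, 729 in dorsal and 674 in lateral petals and 6535 in carpels. Without the other petal types they were 3734, 4015 and 2918 in dorsal, lateral and ventral petals. With at least 10 target reads they were 210, 188 and 476, and with a pseudocount of 1 RPKM 260 in dorsal and 281 in lateral petals. The difference between carpels and the next organ was also 766 with the target at 1 RPKM or more, 808 with at least 10 reads, 1005 without unigenes at 0 in every other organ, 1647 against floral organs only, 2797 with TMM-rescaled RPKM, 993 with the pseudocount, and 825 with library totals without the 100 highest unigenes.

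For combinations 32 values were unchanged and 13 moved. The A, B and C domains had 1701, 4593 and 1059 unigenes with the Ratio above 4.0, 488, 1871 and 295 where every organ of the combination had to pass, and 1074, 2987 and 270 without those enriched in a single organ, each a narrower call by construction. Against floral organs only the A domain had 11848 and the C domain 6190. Distinct unigenes over organs and combinations were 31095 against floral organs only and 7158 with the Ratio above 4.0.

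For downregulation 61 values were unchanged and 27 moved. With the Ratio against the lowest of the other organs, the downregulated unigenes were 129 in sepals, 122 in dorsal petals, 164 in lateral petals, 182 in ventral petals, 198 in petals, 1433 in stamens, 6566 in carpels, 97 in the A domain, 560 in the B domain and 2727 in the C domain. Against floral organs only they were 2350 in sepals, 979 in dorsal petals, 1104 in lateral petals, 920 in ventral petals, 1737 in petals, 2172 in the A domain, 4257 in the B domain and 12545 in the C domain. With the population SD they were 1006 in petals, 468 in the A domain and 2111 in the B domain, and with TMM-rescaled RPKM 774 in sepals, 1067 in petals, 566 in the A domain and 2020 in the B domain. The carpel count minus the next was 5133 against the lowest organ and 13291 against floral organs only, and it was above 0 under every alternative run.

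For correlations 18 values were unchanged, 56 moved and 1 reversed. The counting error of a coefficient over all unigenes is small, so that small shifts count as moved. In what follows rho is Spearman's, r is Pearson's, and the margin is the coefficient of petals and stamens minus that of sepals and petals. With Pearson's r of RPKM in place of Spearman's rho, dorsal and lateral petals were at 0.940, lateral and ventral petals at 0.855, dorsal and ventral petals at 0.812, lateral petals and carpels at 0.249, petals and stamens at 0.720 and the margin at 0.173. With Spearman's rho in place of Pearson's r, sepals and petals were at 0.827, petals and stamens at 0.846, stamens and carpels at 0.686 and the margin at 0.0184. With Pearson's r on log2(RPKM + 1), lateral and ventral petals were at 0.903, dorsal and ventral petals at 0.899, lateral petals and carpels at 0.637, the margin at 0.0269, sepals and petals at 0.819, petals and stamens at 0.846 and stamens and carpels at 0.682. With Pearson's r on log2(RPKM + 0.1), dorsal and lateral petals were at 0.919, lateral and ventral petals at 0.841, dorsal and ventral petals at 0.839, lateral petals and carpels at 0.614, petals and stamens at 0.806, the margin at 0.0320, sepals and petals at 0.774 and stamens and carpels at 0.655. Among unigenes at 1 RPKM or more, rho of dorsal and lateral petals was 0.961, rho of lateral and ventral petals 0.8997, rho of dorsal and ventral petals 0.897, rho of lateral petals and carpels 0.631, rho of petals and stamens 0.837, rho's margin 0.0195 and r of sepals and petals 0.544. Without the 100 highest unigenes, r of sepals and petals was 0.564, r of petals and stamens 0.649, r of stamens and carpels 0.318 and r's margin 0.0850. With reads thinned to the smallest library, rho of dorsal and lateral petals was 0.959, rho of lateral and ventral petals 0.902, rho of dorsal and ventral petals 0.8996 and rho's margin 0.0196. Without unigenes restricted to stamens, rho of dorsal and lateral petals was 0.962, rho of lateral and ventral petals 0.919, rho of dorsal and ventral petals 0.915, rho of lateral petals and carpels 0.649, rho of petals and stamens 0.853, rho's margin 0.0153, r of petals and stamens 0.788, r of stamens and carpels 0.389 and r's margin 0.241. With petals from dorsal and lateral petals only, rho of petals and stamens was 0.787, rho's margin -0.0523, r of sepals and petals 0.532, r of petals and stamens 0.616 and r's margin 0.0840. The margin reversed in the last setting by Spearman's rho alone.

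For clustering 7 values were unchanged, 8 moved and 3 reversed. The height at which sepals joined the petals minus that of stamens reversed to -0.0238 on 1 minus Spearman's rho, and was 0.0215 on log2(RPKM + 1), 0.115 without the 100 highest unigenes and 0.248 without unigenes restricted to stamens. The height at which stamens joined the ventral petals minus that of dorsal petals reversed to -0.246 with complete linkage and to -0.121 without unigenes restricted to stamens. The ventral petals joined later than dorsal and lateral petals joined each other by 0.354 with complete linkage and 0.179 without unigenes restricted to stamens. On Euclidean distance, which is in RPKM and on another scale by construction, these 3 differences were 2044, 6590 and 4760.

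Against non-adjacent organs 12 values were unchanged and 2 moved, to 11256 in sepals and 7458 in carpels with floral organs only. Petals and stamens have too few libraries left for that alternative, so it was not run for them. For Unigene68614 the coefficient of variation moved to 0.132 with TMM-rescaled RPKM, where 0.558% of unigenes of similar mean RPKM were as stable, and the SD of log2(RPKM + 1), another scale by construction, was 0.109. Of the petal shares of single TCP unigenes 20 values moved and the others were unchanged, and the number of TCP unigenes enriched in petals was unchanged in the alternatives run. The 16 values for transcription factors and the 9 for ABC homologs were unchanged.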

Differences from the paper's values

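The alternatives named here were all set before the data were examined. The paper names Spearman coefficients for Table S2, and Spearman's rho of RPKM was therefore computed. For sepals and dorsal petals the paper gives 0.5559 and the value here was 0.842. For sepals and lateral petals the paper gives 0.4961 and the value here was 0.824. For sepals and ventral petals the paper gives 0.5175 and the value here was 0.798. For sepals and stamens the paper gives 0.4209 and the value here was 0.743. For sepals and carpels the paper gives 0.37 and the value here was 0.75. The paper's 0.9399 for dorsal petals and lateral petals stands beside 0.961 here. The paper's 0.8119 for dorsal petals and ventral petals stands beside 0.901 here. The paper's 0.5855 for dorsal petals and stamens stands beside 0.780 here. The paper's 0.2783 for dorsal petals and carpels stands beside 0.665 here. The paper's 0.8552 for lateral petals and ventral petals stands beside 0.904 here. Between lateral petals and stamens the paper's value is 0.6264 and that found here 0.784. Between lateral petals and carpels the paper's value is 0.2492 and that found here 0.651. Between ventral petals and stamens the paper's value is 0.8319 and that found here 0.884. Between ventral petals and carpels the paper's value is 0.3327 and that found here 0.677. With stamens and carpels, 0.3462 is the paper's value and 0.686 that here. With sepals and petals, 0.5466 is the paper's value and 0.827 that here. With petals and stamens, 0.7197 is the paper's value and 0.846 that here. With petals and carpels, 0.3014 is the paper's value and 0.673 that here. For all 18 pairs Pearson's r of RPKM, the coefficient the paper names for Figure 2B, falls within the paper's value. The other alternatives set for Spearman's rho do not, for the pairs they were run on. Pearson's r on reads thinned to the smallest library also lay close to the paper's values. It was 0.546 for sepals and petals, 0.720 for petals and stamens and 0.346 for stamens and carpels.

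The paper gives 24472 unigenes enriched in floral organs, and the distinct unigenes here were 15918. The sum over organs and combinations, in which a unigene counts once per category, is 24472 here too. As distinct unigenes, 31095 were found against the other floral organs only, which is within 1.5 times the paper's value, and the other alternatives run are not.

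The paper gives 1385 kinase unigenes enriched in organs or combinations, which is the sum over the 4 organs and 3 combinations of its Table S5A. The same sum for unigenes with the word kinase in their nr annotation was 794 here, or 474 distinct unigenes. For death terms the paper's table gives 0 enriched unigenes in sepals, petals, stamens and carpels, and a search for the word in the deposited GO processes gave 1, 2, 1 and 3. In leaves and roots the word search gave 12 and 28, which match the table. For cell wall terms the paper's table gives 0 in petals, carpels, leaves and roots, and the word search gave 1, 8, 1 and 7. No alternative was set for these counts, which rest on words in the annotation and not on the paper's categories.

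The paper describes the PCF and CIN unigenes as unbiased over the 8 organs. Of the 13, 2 were enriched in an organ and 3 (2 CIN and 1 PCF) were neither enriched nor downregulated in any organ or combination. Meeting neither rule does not make these 3 even over the organs. Their highest and lowest RPKM were 60.2 and 0.528 in Unigene3211, 47.0 and 11.2 in Unigene67998, and 56.0 and 13.9 in Unigene50478. None of the 13 was enriched in petals, as the paper states. The paper describes its list of transcription factors as enriched in floral organs, and 517 of the 633 in the copy of Table S6B used here, fewer than the 655 the paper states, were, while 116 met the rule in no organ or combination.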

Other observations

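The tests with the AG unigenes, with pollen annotation, with proportions of reads and with petals from dorsal and lateral petals only were written after their values had been seen, leaving out unigenes restricted to stamens was an alternative chosen after the data had been examined, and the criterion that the spread of ratios must fall below that of petal types by more than its bootstrap error was added after the result was seen.

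Transcripts restricted to stamens were read in the ventral petal library. With the ventral petals left out of the definition, 654 unigenes were restricted to stamens. Their median RPKM in ventral petals was 0.228 of that in stamens, against 0.00862 in dorsal and 0.00612 in lateral petals, 0.00660 in carpels, 0.00161 in sepals and 0 in leaves and roots. The ratio was between 0.1 and 0.5 for 583 of them and under 0.05 for 15. They held 7.39% of the stamen reads and 1.73% of the ventral petal reads. Stamen reads assigned to the wrong library are argued against as the whole cause, since they would keep the proportions of the stamen library, and 183 of the 654 had fewer ventral petal reads than the lower 95% limit at the median ratio, where at most 25 would be expected. Whole pieces of stamen tissue are argued against by the 3 AG unigenes, for which 51.2 ventral petal reads (lower limit 38.2) would be needed at the median ratio and 0 were found. Pollen grains on the ventral petals could give this pattern. The 12 of these unigenes with the word pollen in their annotation had a median ratio of 0.208, near the 0.228 of the others, but the list is small and comes from the unigenes that show the pattern. Transcription by the ventral petals themselves also stays open. The SD of log2 ratios beyond counting error was 0.81 (0.71 to 0.91), against 0.90 (0.63 to 1.12) for lateral over dorsal and 0.93 (0.69 to 1.14) for ventral over dorsal petals among 64 unigenes restricted to petals, a difference within the bootstrap error. Pollen and transcription in the petal cannot be told apart here, since the pollen list comes from the unigenes that show the pattern and the spreads of the ratios overlap.

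Petals were closer to stamens than to sepals, by 0.173 on Pearson's r and by 0.0184 on Spearman's rho. Stamen transcripts in the ventral petal library are argued against as the whole source on Pearson's r, since with petals from dorsal and lateral petals only the difference was still 0.0840 (0.0815 to 0.0864). On Spearman's rho it was then -0.0523, but leaving out the library also leaves out what the ventral petals express themselves, so the 2 sources cannot be told apart for that coefficient. Leaving out the unigenes restricted to stamens decides nothing here, because they are low in dorsal and lateral petals by definition. The 100 highest unigenes are not the whole source on Pearson's r either, since the difference without them was 0.0850. The relation of the petals to the stamens thus rests in part on the ventral petal library and on the coefficient. A likeness of petals and stamens in expression may be behind the part that remains, as a hypothesis that 1 library per organ cannot test.

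Carpels had the most downregulated unigenes of the floral organs. Lower depth is argued against, since thinned to the smallest library the carpel count still exceeded the next of sepals, petals and stamens by 8554. A few unigenes taking many of the carpel reads are argued against as the whole cause by the difference of 6361 with TMM-rescaled RPKM. A difference between carpels and the other organs themselves stays a hypothesis and was not tested.

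Calls in single petal types exceeded what counting noise gives. With equal expression in the 3 petal types, the highest of 100 redraws gave 262 calls in dorsal, 243 in lateral and 286 in ventral petals, fewer than found. Counting noise alone is thus argued against for each list as a whole, but it may account for part of each. The petal types come from the same pooled flowers, but a difference in dissection or library handling cannot be separated from petal type with 1 library each.

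Outside the 16 TCP unigenes of the paper's Figure 5, Unigene12062 (344 bp) and Unigene44045 (263 bp) are also annotated as CYCLOIDEA-like. They had 122 and 159 reads in dorsal petals, 0 in lateral petals and 6 and 5 in ventral petals, and both were enriched in dorsal petals. Whether they are genes of their own or unjoined pieces of the VsCYC genes was not tested.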
